# Long noncoding RNA LINC01111 suppresses pancreatic cancer aggressiveness by regulating DUSP1 expression via microRNA-3924

**DOI:** 10.1038/s41419-019-2123-y

**Published:** 2019-11-25

**Authors:** Shutao Pan, Ming Shen, Min Zhou, Xiuhui Shi, Ruizhi He, Taoyuan Yin, Min Wang, Xingjun Guo, Renyi Qin

**Keywords:** Pancreatic cancer, Long non-coding RNAs

## Abstract

Dysfunction in long noncoding RNAs (lncRNAs) is reported to participate in the initiation and progression of human cancer; however, the biological functions and molecular mechanisms through which lncRNAs affect pancreatic cancer (PC) are largely unknown. Here, we report a novel lncRNA, LINC01111, that is clearly downregulated in PC tissues and plasma of PC patients and acts as a tumor suppressor. We found that the LINC01111 level was negatively correlated with the TNM stage but positively correlated with the survival of PC patients. The overexpression of LINC01111 significantly inhibited cell proliferation, the cell cycle, and cell invasion and migration in vitro, as well as tumorigenesis and metastasis in vivo. Conversely, the knockdown of LINC01111 enhanced cell proliferation, the cell cycle, and cell invasion and migration in vitro, as well as tumorigenesis and metastasis in vivo. Furthermore, we found that high expression levels of LINC01111 upregulated DUSP1 levels by sequestering miR-3924, resulting in the blockage of SAPK phosphorylation and the inactivation of the SAPK/JNK signaling pathway in PC cells and thus inhibiting PC aggressiveness. Overall, these data reveal that LINC01111 is a potential diagnostic biomarker for PC patients, and the newly identified LINC01111/miR-3924/DUSP1 axis can modulate PC initiation and development.

## Introduction

Pancreatic cancer (PC) is reported to be one of the most malignant tumors in adults and ranks fourth in terms of cancer-related deaths for both men and women^1^. Despite continuous improvements in medical technology over the past decades, including surgical resection and adjuvant medical therapy, the 5-year survival rate of PC patients remains approximately 7%^2,3^. Moreover, PC patients are often diagnosed at an advanced stage of cancer because of the atypical symptoms of PC and the limitations of diagnostic techniques^4^. Thus, in order to improve the prognosis of PC patients, the identification of novel diagnostic biomarkers and the development of innovative molecular therapeutic strategies are now urgently needed.

Long noncoding RNAs (lncRNAs) are defined as noncoding RNAs more than 200 bp in length with no or limited protein-encoding potential that are involved in various biological processes, including cell differentiation, metastasis, immune responses, autophagy, and apoptosis^5,6^. Recently, an increasing number of researches have been reported to research on the important roles of lncRNAs in cancer carcinogenesis and development^7–10^. These data suggest that lncRNAs may play an increasingly important role in the early diagnosis and molecular targeted therapy of human cancer.

MicroRNAs (miRNAs) are noncoding RNAs with length of approximately 23 nt that exert their gene-regulatory roles in cells by targeting the paired mRNAs of protein-encoding genes, leading to RNA degradation or post-transcriptional repression^11^. As reported, miRNAs are involved in various activated oncogenic pathways and function as regulators of the initiation and progression of human cancer^12^. Recently, studies have revealed that a number of lncRNAs act as competitive endogenous RNAs (ceRNA) through their miRNA pairing sites, by which lncRNAs can restore the post-transcriptional repression of mRNAs via competing with miRNAs^10^^,11,13^^,14^.

In the present study, we aim to identify lncRNAs that may have an impact on PC initiation and progression. We found a long intergenic noncoding RNA, LINC01111, that was clearly downregulated in PC tissues and plasma of PC patients. LINC01111 exerts its tumor suppressive effects via the inactivation of the stress-activated protein kinase/c-Jun NH2-terminal kinase (SAPK/JNK) signaling pathway by upregulating a related gene, dual specificity phosphatase 1 (DUSP1), which inhibits SAPK/JNK phosphorylation^15^. Furthermore, our study reveal that LINC01111 upregulates DUSP1 expression by sequestering miR-3924. Overall, LINC01111 is highly associated with PC malignancies and may offer a promising treatment approach for PC patients.

## Materials and methods

### Patients and samples

We collected tissues and plasma of newly diagnosed and surgically treated patients in Tongji Hospital of Huazhong University of Science and Technology during the period from May 2016 to Aug. 2018 (see detail information in supplementary files). All patients participating in this study received informed consent. We performed histological grading according to the seventh TNM staging of the International Union against Cancer (UICC)/American Joint Committee on Cancer (AJCC) system. Fresh tissue and plasma samples were immediately frozen in liquid nitrogen and preserved at −80 °C until RNA separation. The Human Ethics Committee of Tongji Hospital of Huazhong University of Science and Technology approved this study, and all the studies were in line with the principles of the Declaration of Helsinki.

### Selection of candidate lncRNAs

We screened in the Gene Expression Omnibus (GEO) database for lncRNAs that were differentially expressed in PC. On the one hand, there are 6 human microarray datasets (GSE61166 [Chen et al., 2014], GSE89139 [Zhou et al., 2016], GSE86436 [Liu et al., 2016], GSE100232 [Yu et al., 2017], GSE101094 [Liang et al., 2017] and GSE57144 [Li et al., 2017]) introducing the expression data from 46 PC tissues and 40 normal pancreatic tissues. On the other hand, there is one human microarray dataset (GSE71008 [Yuan et al., 2016]) introducing the expression data from plasma of 6 PC patients and 6 healthy subjects. The microarray probes were reannotated to lncRNAs. The levels of differentially expressed lncRNAs were calculated by using R package limma.

### Cell culture

The human normal pancreatic duct epithelial (HPDE) cell line and human PC cell lines (PANC-1, MIA PaCa-2, SW1990, Capan-2, Panc 03.27, BxPC-3, CFPAC-1) were purchased from American Type Culture Collection (ATCC, Manassas, VA, USA). HPDE, Panc 03.27, BxPC-3, and CFPAC-1cell lines were cultured in RPMI 1640 medium (Gibco, NY, USA) supplemented with 10% fetal bovine serum (FBS, Gibco). PANC-1, MIA PaCa-2, SW1990, and Capan-2 cell lines were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco) supplemented with 10% FBS (Gibco). All cell lines were authenticated and tested to be mycoplasma-free. All cell lines were cultured in a humidified incubator containing 5% CO_2_ at 37 °C.

### RNA isolation and quantitative real-time PCR analysis

Total RNA was isolated from PC cells and tissues using the TRIzol reagent (Takara, Dalian, China) in accordance with the manufacturer’s introductions. Plasma total RNA was extracted using a miRNeasy Micro Kit (QIAGEN, Duesseldorf, Germany) in accordance with the manufacturer’s introductions. The quality of RNA samples were evaluated before quantitative real-time PCR (qRT-PCR). One μg of total RNA was used for synthesis of the first-strand cDNA using the reverse transcriptase cDNA synthesis kit (Takara). The obtained cDNA was then analyzed by qRT-PCR analysis using the SYBR Green PCR kit (Takara) and the 7500 Fast real-time PCR system (AB Applied Biosystems) in accordance with the manufacturer’s introductions. Human GAPDH and U6 genes were used as internal controls. The 2^−ΔΔCt^ method was used to calculate the relative expression of genes. See the primer sequences of genes in the supplementary file.

### Cell proliferation assay

The CCK-8 kit (Dojindo Laboratories Co. Ltd., Kumamoto, Japan) was used to assess cell viability in accordance with the manufacturer’s introductions. In detail, we seeded cells (3 × 10^3^ per well) into the 96-well plates with each well containing 200 μl of culture medium supplemented with 10% FBS. We have six replicates for each sample. At the appointed time point, solution with 100 μl of fresh medium and 10 μl of CCK-8 solution was added into each well. After incubated for 1–2 h at 37 °C, the absorbance was recorded at 450 nm using the Quant ELISA Reader (BioTek Instruments, USA). Survival rate % = (OD treatment−OD blank)/(OD control−OD blank) × 100%.

### Colony formation assay

We seeded cells (1000 per dish) into 6-cm-sized dishes and cultured them for 2–3 weeks. The cells were then fixed with 4% paraformaldehyde for 30 min and subsequently stained with 1% crystal violet for 30 min. To assess the cell viability, we counted and calculated the colonies with diameters greater than 100 μm.

### EdU incorporation assay

We seeded cells into the 6-well plates and cultured them until they reached an appropriate density. We then added the 5-ethyl-2′-deoxyuridine (EdU) to the culture medium and performed the immunofluorescence staining using the EdU kit (RiboBio, Guangzhou, China) in accordance with the manufacturer’s introductions. EdU-positive proliferating cells are expressed as a percentage of the control level.

### Scratch wound healing assays

We seeded the cells into the 6-well plates and cultured them until they fully fused. We then manually scratched the cell monolayer using a 200-μl pipette tip and washed out the floating cells with phosphate-buffered saline (PBS). After that, cells were cultured for 48 h in culture medium supplemented with 1% FBS. The phase contrast microscope (Niko Corporation) was used to capture the images and the Image Pro Plus v6.0 software package (Media Cybernetics Inc., Bethesda, MD, USA) was used to measure the migration areas of cells.

### Matrigel invasion assay

The transwell assay was performed using the 24-well transwells (8 μm pore size, corning, NY, USA) precoated with or without the Matrigel (BD Bioscience, San Jose, CA, USA) in accordance with the manufacturer’s introductions. In brief, We seeded cells (3 × 10^4^ per chamber) in 200 μl of serum-free medium into the upper chamber (with or without Matrigel) and added 800 μl of culture medium supplemented with 10% FBS to the bottom well as a chemoattractant. After that, the cells were cultured for 30–36 h, then fixed with 4% paraformaldehyde for 30 min and subsequently stained with 1% crystal violet for 30 min. Images of the bottom surface of the chamber were captured using the phase contrast microscope (Niko Corporation) and cells migrated to the bottom surface were quantified.

### Western blotting and antibodies

The total cellular protein was isolated using the RIPA buffer (Boster Biological Technology, Wuhan, China). Cytoplasmic and nuclear protein fractionation and isolation were performed using the Protein Extraction kit (Boster Biological Technology) in accordance with the manufacturer’s introductions. The SDS-PAGE Electrophoresis System was used to extract protein. Target protein was then transferred from the SDS-PAGE gel to the PVDF membrane (Millipore, MA, USA), incubated overnight at 4 °C with primary antibody, incubated for 2 h at RT with a specific secondary antibody conjugated to horseradish peroxidase and finally examined with the ChemiDoc XRS System (Bio-Rad Laboratories, USA). The following antibodies were purchased: anti-SAPK/JNK (#9252), anti-Phospho-SAPK/JNK (Thr183/Tyr185) (#4688), anti-c-Jun (#9165), anti-Phospho-c-Jun (Ser73) (#3270), anti-Cyclin D1 (#2978), anti-Cyclin A2 (#4656) antibody were obtained from Cell Signaling Technology (Beverly, MA, USA); anti-DUSP1 (A2919), anti-DUSP4 (A2726), anti-DUSP10 (A8748), anti-DUSP16 (A10155), anti-MAP2K4 (A14781), anti-Phospho-MAP2K4-S257/T261 (AP0541), anti-MAP2K7 (A2186) antibody were obtained from Abclonal Biotechnology (Wuhan, China); anti-GAPDH (60004-1-Ig) was obtained from Proteintech Group (Chicago, IL, USA); anti-PCNA (sc-25280), anti-Ki-67 (sc-15402), anti-N-cadherin (sc-53488), anti-Vimentin (sc-80975) antibody were obtained from Santa Cruz Biotechnology (Santa Cruz, CA, USA); SAPK/JNK signaling pathway inhibitor SP600125 (HY-12041) were obtained from MCE (Monmouth, NJ, USA).

### Immunofluorescence

After fixed with 4% paraformaldehyde for 30 min and permeabilized with 0.2% TritonX-100 (Boster Biological Technology) for 5 min, the cells were blocked in 5% bovine serum albumin (BSA, diluted in PBS) for 30 min. The cells were then incubated overnight at 4 °C with primary antibodies. Primary rabbit polyclonal antibody Phospho-SAPK/JNK (Thr183/Tyr185) (#9255, CST, MA, USA) was diluted 1:50 in blocking buffer. Fluorescein isothiocyanate (FITC)-conjugated secondary antibody (Proteintech, Chicago, USA) was diluted 1:200 in blocking buffer and applied to cells at RT in the dark for 1 h, followed by stained with 4′, 6-diamidino-2-phenylindole (DAPI, 1:1000) at RT in the dark for 10 min. The confocal fluorescence microscopy (PerkinElmer, Waltham, Massachusetts, USA) was used to capture the immunofluorescence images.

### RNA microarrays

The Agilent RNA 6000 Nano kit (Waltham, MA, USA) was used to extract total RNA from LV-LINC01111 and NControl cell samples in accordance with the manufacturer’s introductions. Then total RNA was subjected to microarray analysis using the Prime View Human Gene Chip (Affymetrix, Waltham, MA, USA). After that, the Gene Chip Hybridization Wash and Stain kit (Affymetrix) was used to perform the RNA labeling and hybridization in accordance with the manufacturer’s introductions. Data were deposited and the accession code is GSE138420.

### RNA fluorescence in situ hybridization and in situ hybridization

The Tyramide Signal Amplification System (PerkinElmer, USA) was used to measure the LNA probe signals for the FISH experiments. In brief, after incubation with horseradish peroxidase (HRP)-conjugated anti-DIG, the signal was detected. The signal was then amplified with tetramethylrhodamine (TRITC)-conjugated tyramine. The fluorescence microscopy (PerkinElmer) was used to capture the images. To perform the RNA ISH experiment, the RNA ISH kit (BersinBi, Beijing, China) was used in accordance with the manufacturer’s introductions. In brief, after fixed with 4% paraformaldehyde for 20 min and washed using distilled water, the tissue slides were treated with 1% pepsin (diluted in 10 mM HCl), followed by an incubation with 20 nM ISH probe diluted in the hybridization buffer (100 mg/ml dextran sulfate, 10% formamide in 2x SSC) for 3 min at 90 °C. Hybridization was performed for 18 h at 37 °C, and a washing step followed. After that, the tissue slides were incubated with digoxin antibody for 1 h. For detection of signals, BAD was applied to the samples. The Aperio ImageScope System was used to capture the ISH images. Each sample was separately reviewed and scored by two pathologists who were blinded to the clinical outcomes. To calculate the relative expression quantity, we need the product of staining intensity and positive rate of cells for each sample.

### Luciferase reporter assay

To construct the human DUSP1 3′UTR luciferase reporter (DUSP1-WT) and the miR-3924 target site-mutation DUSP1 3′UTR luciferase reporter (DUSP1-mut), we have the full-length 3′-UTR of DUSP1 mRNA and the mutant derivative devoid of the miR-3924 target site amplified and cloned into the XbaI site of psi-CHECK2 luciferase reporter vector (Promega, WI, USA). Similarly, Wild-type LINC01111 (LINC01111-WT) and the miR-3924 target site-mutation LINC01111 (LINC01111-mut) were cloned into the XbaI site of the vector. The DNA sequencing technique was used to confirm nucleotide sequences of the plasmids constructed. Lipofectamine 2000 (Invitrogen, CA, USA) was used when co-transfecting plasmids and mimics-miR-3924 or mimics-NControl (RiboBio, Guangzhou, China) into Human Embryonic Kidney (HEK) 293 T cells. After 48 h, the Dual-Luciferase Assay system (Promega) was used to assay the luciferase activities in accordance with the manufacturer’s instructions.

### Animal experiments

For the tumorigenicity assays, 4-week-old female Balb/c-nude mice (from Beijing Vital River Laboratory Animal Technology Co., Ltd., Beijing, China) were divided randomly into 4 groups (10 per group) and 2 × 10^6^ transfected PC cells were injected subcutaneously into the upper right flank of each mouse. The diameter of each xenograft tumor was measured using a Vernier caliper every 3 days. For the liver metastasis assays, 4-week-old female Balb/c-nude mice were divided randomly into 4 groups (6 per group) and 2 × 10^6^ transfected PC cells were injected into the spleen of each mouse. About 4–6 weeks after inoculation, mice were euthanized for tumor tissues and organs. The harvested samples were immediately weighed, imaged, fixed with 4% paraformaldehyde, embedded in paraffin, and subjected to HE staining and IHC staining. No blinding was done. All mice were housed under specific pathogen-free conditions and all surgeries were conducted under anesthesia with sodium pentobarbital. All animal experiments were approved by the Committee on Ethics of Animal Experiments of Tongji Medical College, Huazhong University of Science and Technology. All experimental procedures and animal welfare were conducted according to the ARRIVE (Animal Research: Reporting In Vivo Experiments) guidelines.

### Statistical analyses

For statistical significance, data were analyzed using GraphPad Prism 6.0 software (GraphPad Software Inc., CA, USA) and SPSS 22.0 software (SPSS Inc., IL, USA). The results are presented as mean ± standard deviation (SD). The quantitative data were analyzed by a two-tailed Student’s *t*-test. The categorical variables were analyzed by a *χ*^2^-test. Survival analysis was conducted using the Kaplan–Meier method and analyzed by the log-rank test. *P*-value < 0.05 was considered to be statistically significant.

## Results

### Loss of LINC01111 in PC significantly correlates to poor prognosis of PC patients

Initially, we screened for lncRNAs that were aberrantly expressed in PC tissues comparing to normal pancreatic tissues. We selected 216 aberrantly expressed lncRNAs, of which 136 were downregulated and 80 were upregulated. Then, we screened for lncRNAs that were aberrantly expressed in plasma from PC patients vs. plasma from healthy people. We selected 72 aberrantly expressed lncRNAs, of which 34 were upregulated and 38 were downregulated; Fig. 1a provided an overview of the differentially expressed lncRNAs. We then analyzed the lncRNAs that were expressed at low levels in PC tissues and in the plasma of PC patients, and 4 lncRNAs were found to be simultaneously expressed at low levels. Among these selected lncRNAs, LINC01111 showed the lowest level in PC tissues and plasma of PC patients.

**Fig. 1:**
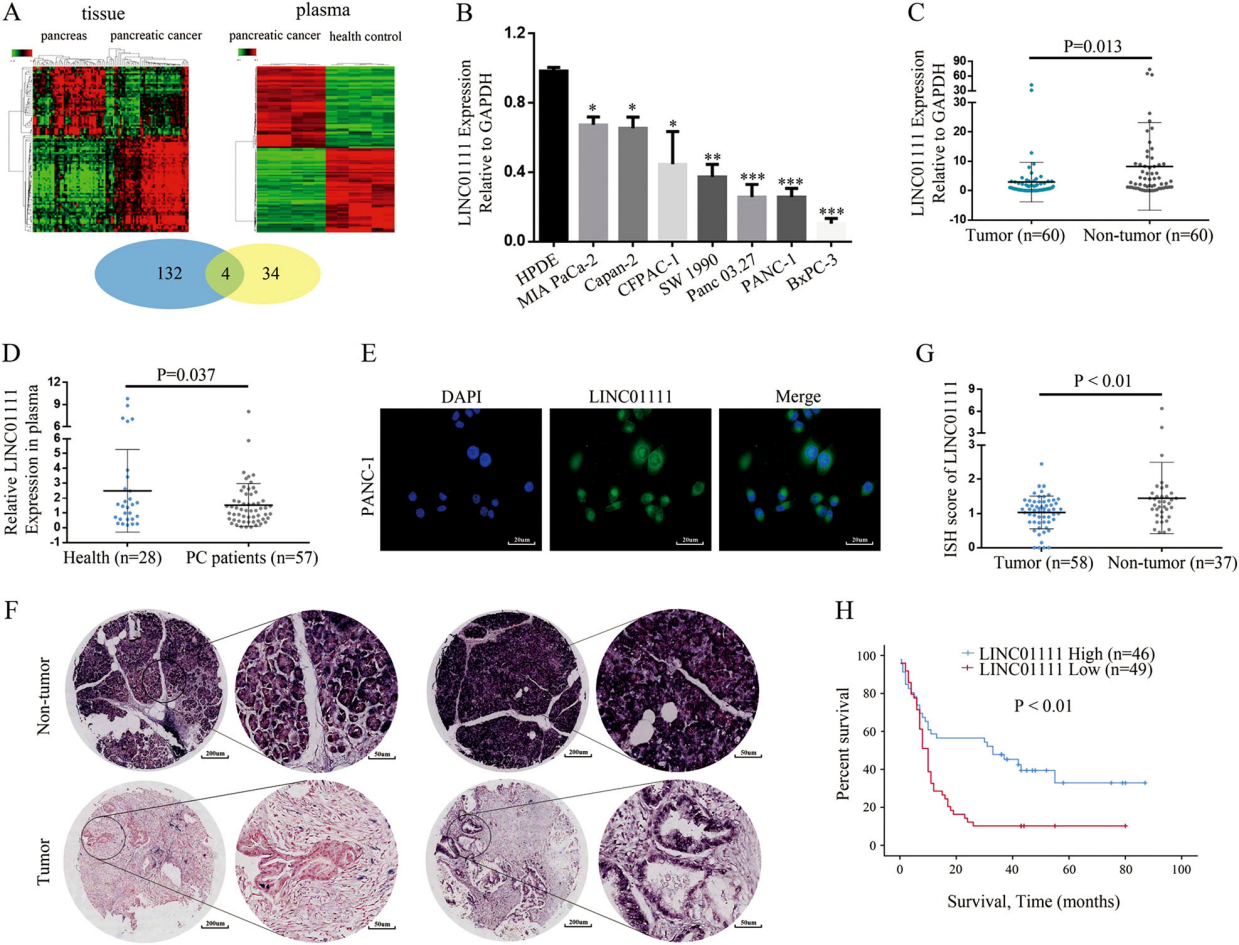
LncRNA candidate LINC01111 is clinically relevant in PC. **a** Cluster analysis of lncRNAs in PC tissues vs. normal pancreatic tissues and lncRNAs in plasma from PC patients vs. health control people. **b** PCR analysis of LINC01111 expression in PC cell lines, *p < 0.05, **p < 0.01, ***p < 0.001. **c** PCR analysis of LINC01111 expression in PC tissues (*n* = 60) vs. adjacent normal tissues (*n* = 60). **d** PCR analysis of LINC01111 expression in plasma of PC patients (*n* = 57) vs. health control people (*n* = 28). **e** Representative images of FISH detecting expression of endogenous LINC01111 in PC cells. **f** Representative images of ISH detecting expression of LINC01111 in paraffin-embedded PC specimens and adjacent normal tissues. **g** ISH score of LINC01111 expression in PC tissues (*n* = 58) vs. adjacent normal tissues (*n* = 37). **h** Kaplan–Meier overall survival analyzed and compared between patients with high (LINC01111-high, *n* = 46) and low (LINC01111-low, *n* = 49) expression of LINC01111 in tumor.

To explore the expression of LINC01111 in PC, qRT-PCR was performed, and we found that LINC01111 was significantly downregulated in PC cell lines and PC tissues (Fig. 1b, c). Additionally, we tested LINC01111 expression in human plasma; the results showed that LINC01111 level in plasma of PC patients was relatively lower than that in plasma of health control people (Fig. 1d). The results indicated that LINC01111 might play an important role in PC. As shown in Fig. 1e, LINC01111 was highly expressed in the cytoplasm according to the results of the fluorescence in situ hybridization (FISH) analysis of PC cells.

Further in situ hybridization (ISH) assays of LINC01111 were performed in 58 pairs of paraffin-embedded PC surgical specimens to measure the expression of LINC01111. Significant downregulation of LINC01111 was observed in PC tumor tissues compared with adjacent normal tissues (Fig. 1f, g). Notably, Kaplan–Meier survival analysis suggested that PC patients with higher tissue LINC01111 levels (*n* = 46; median survival of 29.2 months) had relatively increased overall survival (OS) compared with those with lower levels (*n* = 49; median survival of 13.9 months; Fig. 1h). Furthermore, we observed no significant relationship between LINC01111 expression and age, gender or tumor size, while the downregulation of LINC01111 expression was significantly associated with lymph node metastasis and tumor stage (Table 1).

**Table 1:** Relationship between LINC01111 expression detected by ISH and the clinical characteristics of 95 PC patients.

Clinical characteristics	*N*	LINC01111 expression		*χ*^2^	*P*-value
		Low	High		
All cases	95	49	46		
Age				0.848	0.357
<60	47	22	25		
≥60	48	27	21		
Gender				0.441	0.507
Male	59	32	27		
Female	36	17	19		
Tumor size (cm)				0.194	0.660
<5	62	33	29		
≥5	33	16	17		
Lymph node metastasis				4.867	0.027
Negative	53	22	31		
Positive	42	27	15		
TNM stage				5.957	0.015
I and II	65	28	37		
III and IV	30	21	9		

*P*-value < 0.05 was considered statistically significant. The *p* values were analyzed by a Pearson’s *χ*^2^ test using SPSS 22.0 software.

### LINC01111 inhibits cell proliferation in vitro and tumor growth in vivo

To investigate the biological function of LINC01111 in PC, we used a lentiviral system to establish stable LINC01111-upregulated (LINC01111-UP) and LINC01111-knockdown (LINC01111-KD) PC cells, and the qRT-PCR results confirmed the functioning system (Fig. 2a). The results of the CCK-8 assays and colony formation assays revealed that the overexpression of LINC01111 significantly inhibited the proliferative capacity of PC cells compared with that of negative control (NControl) cells, while the knockdown of LINC01111 enhanced the proliferation of PC cells relative to that of NControl cells (Fig. 2b, c). Furthermore, we examined the expression levels of PCNA and Ki-67, key regulatory genes involved in cell proliferation and overexpression of which indicated enhancement of cell proliferation^16^. The results of western blotting in PC cells showed that the overexpression of LINC01111 decreased the levels of PCNA and Ki-67 comparing to that of NControl cells, while the knockdown of LINC01111 increased the levels of PCNA and Ki-67 relative to that of NControl cells (Fig. 4a).

**Fig. 2:**
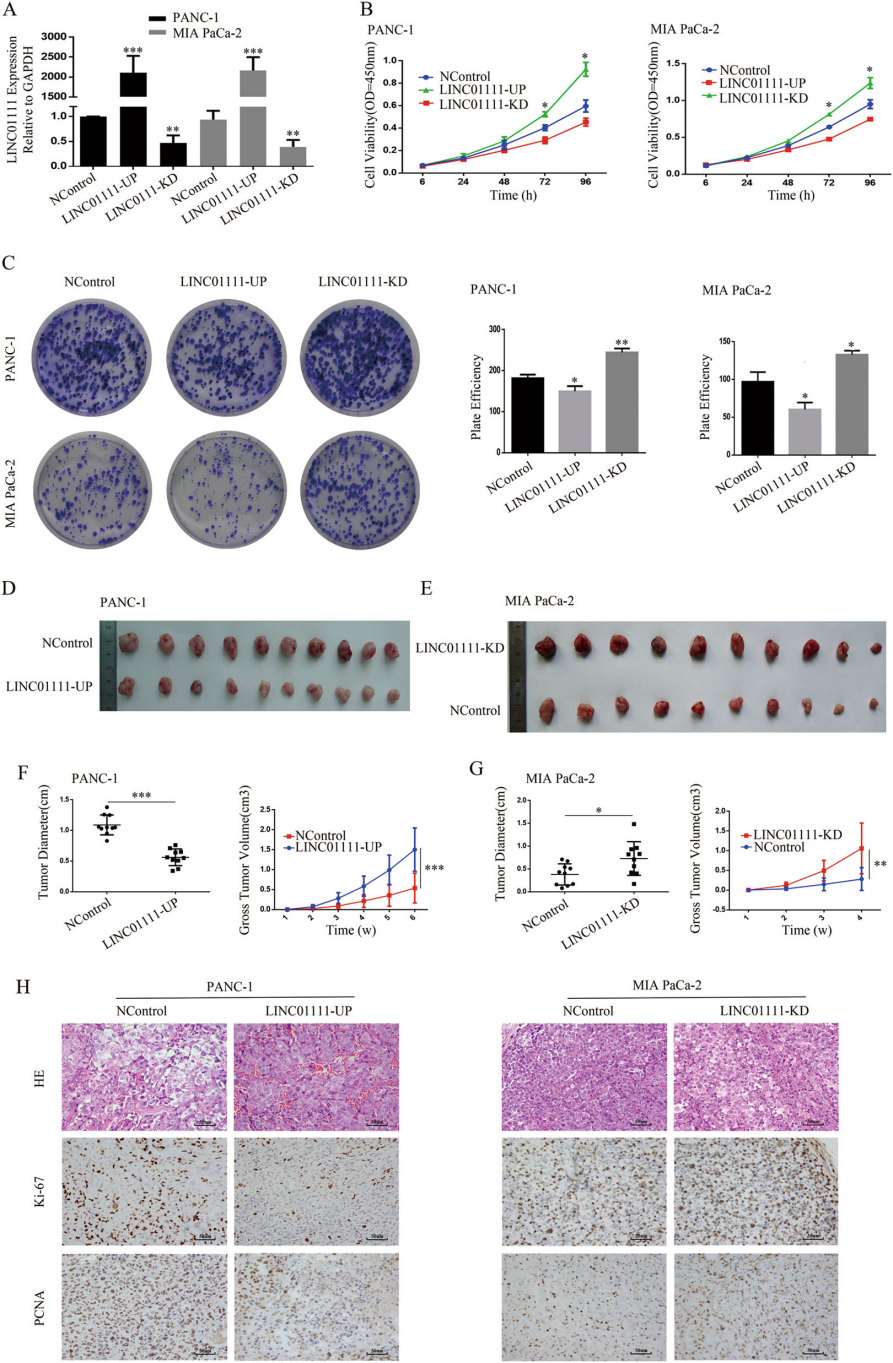
LINC01111 suppresses the PC cell growth in vitro and in vivo. **a** PCR analysis of LINC01111 expression in stable negative control (NControl), LINC01111-upregulated (LINC01111-UP) and LINC01111-knockdown (LINC01111-KD) PC cells. **p < 0.01, ***p < 0.001. **b** The CCK-8 assay comparing cell proliferation was performed in NControl, LINC01111-UP, and LINC01111-KD PC cells. All experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05. **c** Representative images of colony formation assay (left panels) and analysis of colony numbers (right panels). All experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05, **p < 0.01. **d** Images of tumors harvesting from the nude mice (10 per group) for PANC-1 cell line and **e** MIA PaCa-2 cell line. **f** Tumor volume at 6th week (left panels) and volume growth curve (right panels) of subcutaneous xenograft tumors for PANC-1 cell line. ***p < 0.001. **g** Tumor volume at 4th week (left panels) and volume growth curve (right panels) of subcutaneous xenograft tumors for MIA PaCa-2 cell line. Data are presented as mean ± SD. *p < 0.05, **p < 0.01. **h** Representative images of hematoxylin and eosin (HE) staining and IHC staining showing expression of protein Ki-67 and PCNA in various experimental groups of xenograft tumor tissues.

As shown in Fig. 1b, LINC01111 expression was relatively higher in the MIA PaCa-2 cell lines than in the PANC-1 cell lines. To explore the effect of LINC01111 on the tumorigenicity of PC cells in vivo, LINC01111-UP and NControl PANC-1 cells and LINC01111-KD and NControl MIA PaCa-2 cells were injected subcutaneously into the upper right flanks of nude mice. There were no obvious effects on the weight of the mice (Supplementary Fig. 1A, B). The tumor volume increased much more slowly, and the tumor weight was lower at the 6th week in the LINC01111-UP group compared with the NControl group (Fig. 2d, f), whereas the LINC01111-KD group showed the inverse results (Fig. 2e, g), indicating that LINC01111 overexpression remarkably inhibited the tumorigenic capability, while LINC01111 knockdown promoted the tumorigenic capability of PC cells in vivo.

We then performed immunohistochemistry (IHC) staining of the xenograft tumor samples. The results showed that expression of the Ki-67 and PCNA proteins were lower in xenograft tumors from the LINC01111-UP group than in those from the NControl group but were higher in xenograft tumors from the LINC01111-KD group than in those from the NControl group (Fig. 2h).

### LINC01111 inhibits cell cycle progression in PC cells

To further reveal the possible mechanism involved in the modulation of PC cell proliferation by LINC01111, we measured cell cycle distribution by EdU incorporation assays and fluorescence-activated cell sorting (FACS). The results showed that EdU-positive cells, which represented mitotic S phase cells, were significantly decreased in PC cells with the overexpression of LINC01111. In contrast, the suppression of LINC01111 increased the number of EdU-positive cells (Supplementary Fig. 2A). As expected, the results of the cell cycle analysis by FACS were in accordance with those of the EdU incorporation assays (Supplementary Fig. 2B). Additionally, to confirm the biological functions of LINC01111 described above, we examined the expression levels of cyclin D1 and cyclin A2, which act as key regulators involved in the cell cycle progression and can promote G1/S transition^17,18^. The results of western blotting showed that the overexpression of LINC01111 decreased the levels of cyclin D1 and cyclin A2 comparing to that of NControl cells, while the knockdown of LINC01111 increased the levels of cyclin D1 and cyclin A2 (Fig. 4a). Collectively, these data suggest the role of LINC01111 in blocking the G1/S transition.

### LINC01111 inhibits cell invasion and migration in vitro and tumor metastasis in vivo

We observed an inverse relationship between the level of LINC01111 and the TNM stage of PC, which prompted us to investigate whether LINC01111 could affect the invasion and migration of PC cells. Scratch wound healing assays revealed that the overexpression of LINC01111 reduced the invasive capability of PC cells compared with that of control cells, whereas the knockdown of LINC01111 promoted the invasion of PC cells (Fig. 3a and Supplementary Fig. 3A). Furthermore, Transwell assays with or without Matrigel showed that LINC01111 had the same effect on PC cell invasion and migration (Fig. 3b and Supplementary Fig. 3B). Researches revealed that the expression level of N-cadherin and Vimentin could indicate the capacity of invasion and metastasis of cancer cells^19^. We then examined the expression levels of N-cadherin and Vimentin by western blotting in PC cells, and the results showed that the overexpression of LINC01111 decreased their levels while the downregulation of LINC01111 increased their expression (Fig. 4a).

**Fig. 3:**
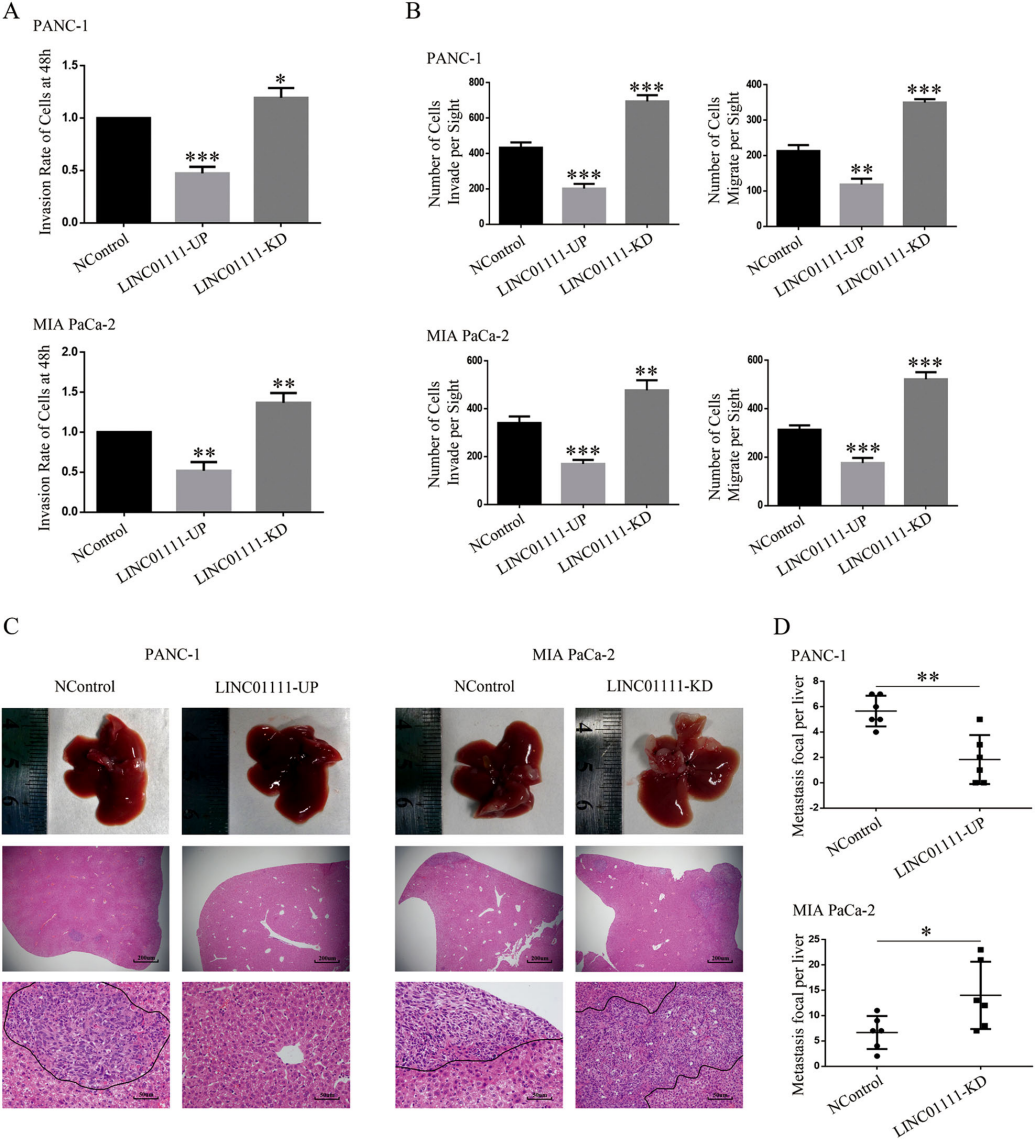
LINC01111 suppresses the PC cell invasion and migration in vitro and in vivo. **a** The bar graph showing the wound healing percentages of the indicated cell lines. All experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. **b** The bar graph generated from the Transwell assay showing the invasion and migration of the indicated cell lines. All experiments were performed in triplicate, and data are presented as mean ± SD. **p < 0.01, ***p < 0.001. **c** Representative images of the liver metastasis models at 4th week. **d** The average numbers of visible metastatic nodules in the livers. Data are presented as mean ± SD. *p < 0.05, **p < 0.01.

**Fig. 4:**
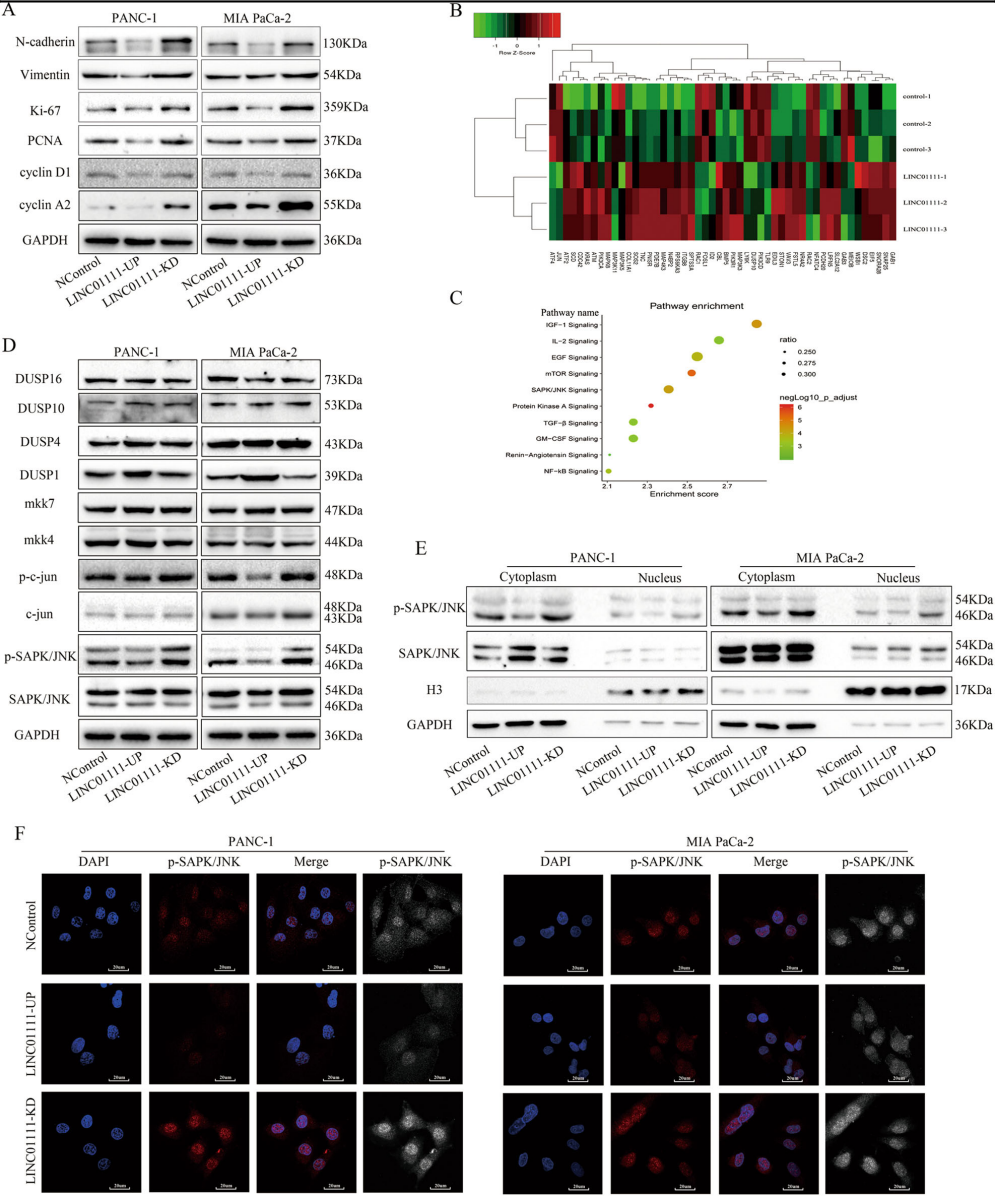
LINC01111 modulates the expression of several genes involved in cell proliferation, the cell cycle, cell invasion, and migration through SAPK/JNK signaling pathway in PC cells. **a** Western blotting showing protein expression involved in cell proliferation, the cell cycle, and metastasis in PC cells. **b** Hierarchical clustering analysis of microarray for PC cells (overexpressing LINC01111 and control cells) shows that LINC01111 could regulate genes involved in the SAPK/JNK signaling pathway. **c** Pathway enrichment analysis showing gene expression of subsets of genes related to the SAPK/JNK signaling pathway. **d** Western blotting showing the expression change of proteins involved in the SAPK/JNK signaling pathway. **e** Western blotting showing the abundance change of p-SAPK/JNK in the nucleus and the cytoplasm. **f** Representative confocal images showing the abundance change of p-SAPK/JNK in the nucleus and the cytoplasm.

Next, we injected stable LINC01111- upregulated and LINC01111-knockdown PC cells into the spleens of nude mice to generate a spleen xenograft tumor model. After 4 weeks, we killed the model mice. To histologically examine the liver metastases, the livers of the mice were collected for HE staining. The results showed that the LINC01111-UP PANC-1 cells generated fewer and smaller live colonies than cells from the NControl group, whereas LINC01111-KD MIA PaCa-2 cells generated more and larger colonies than cells from the NControl group. Moreover, HE-stained liver sections revealed that the control tumors maintained distinct tumor–stroma boundaries, whereas the LINC01111-KD tumors showed extensive evidence of invasion into the adjacent tissue (Fig. 3c, d).

As the IHC staining results showed, E-cadherin expression in xenograft tumors was higher in the LINC01111-UP group than in the NControl group but lower in the LINC01111-KD group compared with the NControl group. As expected, the N-cadherin expression pattern was reversed (Supplementary Fig. 4). Overall, these data suggest that LINC01111 inhibits cell invasion and migration in vitro and tumor metastasis in vivo.

### LINC01111 can modulate the SAPK/JNK signaling pathway

To gain a better understanding of the molecular mechanism by which LINC01111 exerted its tumor suppressive function in PC cells, we performed mRNA microarray analysis to analyze the effects of LINC01111 overexpression on the gene expression profile. 

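PANC-1 is a human pancreatic cancer cell line. For the expression profile, total RNA from PANC-1 cells made to overexpress LINC01111 stably with a lentivirus (LINC01111-UP) and from NControl cells was hybridised to PrimeView arrays, which measure each gene with 1 or more probe sets of short DNA probes. The sample labels call the control cells untreated, whereas the paper calls them negative control cells. A total of 6 arrays were analysed here, 3 of NControl cells and 3 of LINC01111-UP cells. The labels number the arrays as biological replicates without stating that they came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. The authors made the expression values with RMA (robust multi-array average, which subtracts background, equalises the distribution of values between arrays and summarises the probes of each probe set), and the values are on a log2 scale. The 49395 probe sets had medians from 6.42 to 6.46 on the 6 arrays. Of the probe sets, 44988 carried 1 gene symbol, and the one with the highest mean was used for each gene, which gave 18132 genes. Across these genes, which are not independent replicates, the correlation of 2 arrays lay between 0.997 and 0.999 both within and between the groups. LINC01111 itself was not analysed here, because 0 probe sets were named for it, so its level could not serve as a check of the labels. Differences are LINC01111-UP minus NControl on the log2 scale, tested with limma and adjusted by Benjamini-Hochberg. The number of arrays limits the precision, and the median standard error of a difference was 0.07. One measure of RNA quality, averaged over 2 control genes, did not overlap between the groups, although ACTB taken alone did. The signal of the control probe sets at the 3' end minus that at the 5' end, averaged over ACTB and GAPDH, was 0.083 ± 0.017 (SD, n = 3) in NControl cells and 0.037 ± 0.025 (SD, n = 3) in LINC01111-UP cells, with all 3 LINC01111-UP arrays lower (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The mean signal of the poly-A control RNA, which is added to each sample during labeling, was 6.33 ± 0.47 (SD, n = 3) in NControl cells and 6.67 ± 0.30 (SD, n = 3) in LINC01111-UP cells (exact permutation test, p = 0.3).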

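PCDH20 and ITGB8, which act in cell adhesion, had the largest positive differences in LINC01111-UP cells on the brightest probe set of each gene, and FOSL1, a subunit of the AP-1 transcription factor, had the most negative one. PCDH20, which encodes a protocadherin of the cell surface, was measured at 5.01 ± 0.23 (log2, mean ± SD, n = 3) in NControl cells and 5.76 ± 0.13 (n = 3) in LINC01111-UP cells, a difference of 0.75 (SE 0.12) or 1.69-fold. ITGB8, an integrin subunit, went from 6.50 ± 0.16 to 7.21 ± 0.07 (n = 3 each), and SLC2A12, a glucose transporter, from 8.48 ± 0.13 to 9.14 ± 0.04. The difference was 0.66 (SE 0.08) for FSTL5, a follistatin-like secreted protein, and 0.44 (SE 0.05) for DSC2, a cadherin of desmosomes. Over every probe set the largest difference was 1.12, on the dimmest probe set of DSC2, whose mean of 4.50 in NControl cells lay below the 25th percentile of every array, and the other probe sets of DSC2 gave up to 0.53. In the other direction, FOSL1 and JUN, which encode AP-1 subunits, had differences of -0.64 (SE 0.12) and -0.48 (SE 0.09). With the mean of each gene's probe sets the difference was 0.32 for ITGB8 and -0.42 for FOSL1. None of these differences passed the test over all genes, with an adjusted p from limma of 0.170 for ITGB8, SLC2A12, FSTL5 and DSC2, 0.173 for PCDH20, 0.209 for JUN and 0.211 for FOSL1. The 3 LINC01111-UP arrays lay entirely above or entirely below the 3 NControl arrays for each of these 7 genes, as they did for 17.6% of all genes. Chance gives 10% on average, but genes are not independent, so a single grouping can differ from it.
By limma, 0 genes were higher and 0 were lower in LINC01111-UP cells at an adjusted p under 0.05, and the smallest adjusted p was 0.170. At an unadjusted p under 0.05, 861 genes were higher and 1022 lower, a total of 1883 where 907 would be expected by chance, whereas over every probe set 2474 probe sets were higher and 2095 lower. Another split of the 6 arrays, with NControl replicates 1 and 3 and LINC01111-UP replicate 1 on one side, gave 1998 genes. The excess over 907 therefore does not by itself show an effect of the groups. The methods' t-test gave 0 genes after adjustment (smallest adjusted p = 0.0590) and 1708 at an unadjusted p under 0.05. Most differences were small, and 66.7% of the genes differed by less than 0.1. A fold change of at least 1.5 together with an unadjusted p under 0.05 was reached by 5 genes with a positive difference, namely PCDH20, ITGB8, SLC2A12, FSTL5 and H2AC20, and by 4 with a negative one, namely FOSL1, GAB3, ID2 and MEIOB. H2AC20, a histone gene, was named after its value was seen. Over every probe set, 22 probe sets were higher and 5 lower at these thresholds. When limma also modelled the trend of the variance with the level and allowed for genes of unusual variance (eBayes with trend and robust), 42 genes rose and 19 fell at an adjusted p under 0.05. Among them, the adjusted p was 0.00868 for SLC2A12 and DSC2, 0.0159 for ITGB8, 0.0201 for FSTL5, 0.0278 for PCDH20 and JUN and 0.0386 for FOSL1. With array weights, whose estimate did not converge, limma called 2624 genes higher and 3542 lower. The total of genes at an unadjusted p under 0.05 was 3123 without LINC01111-UP replicate 1 and 1037 without LINC01111-UP replicate 3.

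**Figure D1:**
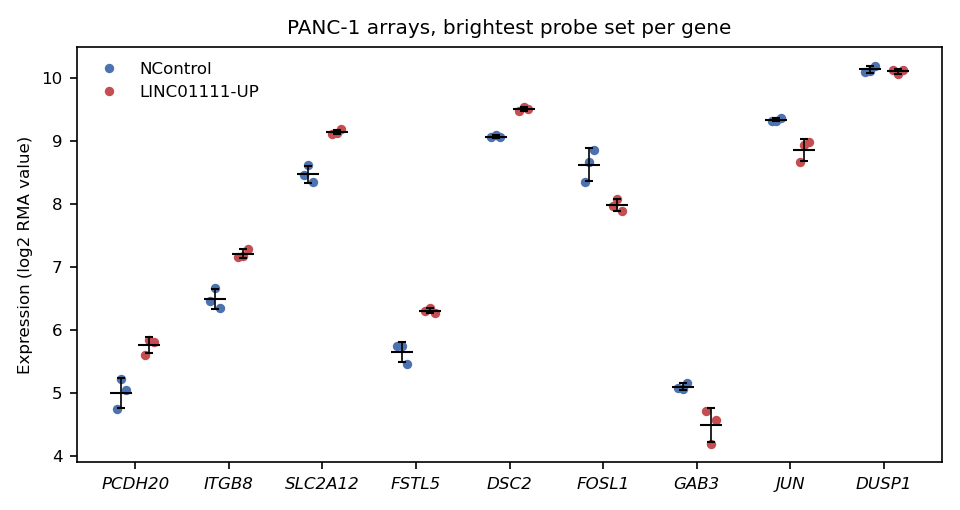
Expression (log2 RMA value) of 9 genes on each PANC-1 array, with NControl in blue and LINC01111-UP in red. Each point is 1 array, and the black lines give the mean and SD of the 3 arrays of a group. PCDH20, ITGB8, SLC2A12, FSTL5 and DSC2 lie higher and FOSL1, GAB3 and JUN lower on every LINC01111-UP array, whereas the groups overlap for DUSP1, which had a difference of -0.031.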

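Genes of the SAPK/JNK signaling pathway had differences in both directions in LINC01111-UP cells. Of a list of 87 genes of the pathway, 76 were measured. Over all genes, 0 of the 76 were higher and 0 lower at an adjusted p under 0.05 from limma. When adjusted over the list alone, 0 were higher and 3 fell. These were RAC2, a GTPase, by 0.39 (SE 0.06, adjusted p = 0.0104 over the list), JUN, the c-Jun subunit of AP-1 that JNK phosphorylates (adjusted p = 0.0192 over the list), and FOSL1, a partner of c-Jun (adjusted p = 0.0203 over the list). RAC2 had 1 probe set, with means of 5.50 in NControl and 5.11 in LINC01111-UP cells, below the median of every array. At an unadjusted p under 0.05, 7 members were higher and 8 lower. A total of 18 of the 76 genes are labelled in the heat map of Fig. 4b, which was drawn from these arrays, RAC2, JUN and FOSL1 among them, so they are not independent evidence.
Among 25 kinases of the cascade, 0 passed the adjustment over the list alone, and 4 were higher and 2 lower at an unadjusted p under 0.05. MAPK8, which encodes JNK1, had a difference of 0.13 (SE 0.05), MAP4K4 of 0.16 (SE 0.05) and MAP3K11, an upstream kinase, of -0.22 (SE 0.09). The mean of its probe sets gave 0.025 for MAP4K4, and without NControl replicate 3 MAP3K11 had -0.14. MAPK9, which encodes JNK2, differed by -0.0071 (SE 0.06), and MAP2K4, which encodes MKK4, by -0.0059 (SE 0.06). Among 24 adaptors and GTPases, RAC2 fell when adjusted over the list alone and SOS2 had a difference of 0.17 (SE 0.07), or 0.11 without NControl replicate 3. Among 8 JNK phosphatases, 0 were higher and 0 lower on the brightest probe set even at an unadjusted p under 0.05. DUSP1 was measured at 10.13 ± 0.05 (log2, SD, n = 3) in NControl cells and at 10.10 ± 0.04 (n = 3) in LINC01111-UP cells, a difference of -0.031 (SE 0.05, adjusted p = 0.852 from limma). The other 3 DUSP1 probe sets, which are dimmer, gave differences of 0.018, 0.18 and 0.17, and the mean of its probe sets gave 0.087. The differences of DUSP4, DUSP10 and DUSP16 were -0.089, -0.14 and 0.036. A dimmer probe set of DUSP10 gave -0.22 and one of DUSP16 gave -0.26, both with an unadjusted p under 0.05. Among 19 JNK substrates and AP-1 factors, 3 fell when adjusted over the list alone, namely JUN, FOSL1 and ATF3, a stress-induced factor with a difference of -0.24 (SE 0.06), and the mean of these 19 genes was lower on every LINC01111-UP array than on every NControl array, although camera did not call a shift of this sub-list (adjusted p = 0.261, and 0.517 with an estimated correlation) and neither did fry in one direction (adjusted p = 0.163). ATF2 had a difference of 0.15 (SE 0.07), with every LINC01111-UP array above every NControl array.
Camera did not call a shift of the list as a whole against the other genes. Its median difference was -0.03, near the median of -0.026 for all genes, and the adjusted p over 32 lists was 0.885 from limma's camera and 0.940 with an estimated correlation. Tested against no change rather than against other genes, the adjusted p from fry was 0.542 for a shift in one direction and 0.00526 for changes in either direction, for which fry called 18 of the 32 lists. Since 0 genes passed the adjusted threshold, Fisher's exact test of over-representation could give only p = 1 there and decides nothing. At the unadjusted threshold, 19.7% of the list passed against 10.3% of the other genes (odds ratio 2.13, Fisher's exact test, two-sided, p = 0.0129, adjusted over the lists 0.0517), and among the 61 genes called with trend and robust 2 were members (Fisher's exact test, p = 0.0271). Within the pathway, the JNK substrates and AP-1 factors, which camera and fry in one direction did not call, had an odds ratio of 5.05 at the unadjusted threshold (Fisher's exact test, p = 0.00210, adjusted over the lists 0.0135), whereas the value adjusted over the lists was 0.0974 for the cascade kinases and 1 each for the adaptors and GTPases and for the phosphatases. At the unadjusted threshold the p of the whole list was 0.0936 after another quantile normalization, 0.0579 over probe sets above the median, 0.708 with the mean of each gene's probe sets, 0.205 with array weights and 0.372 with the poly-A signal as a covariate. It was 0.181 without NControl replicate 3, 0.225 without LINC01111-UP replicate 1, 0.181 without LINC01111-UP replicate 2 and 0.450 without LINC01111-UP replicate 3. Fisher's exact test stayed under 0.05 with the methods' t-test (0.00493), median centring (0.00656), probe sets above the 25th percentile (0.0205) and trend and robust (9.81e-05). The same held without NControl replicate 1 (0.0297) or NControl replicate 2 (0.0336). These combinations were chosen after the values were seen.

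**Figure D2:**
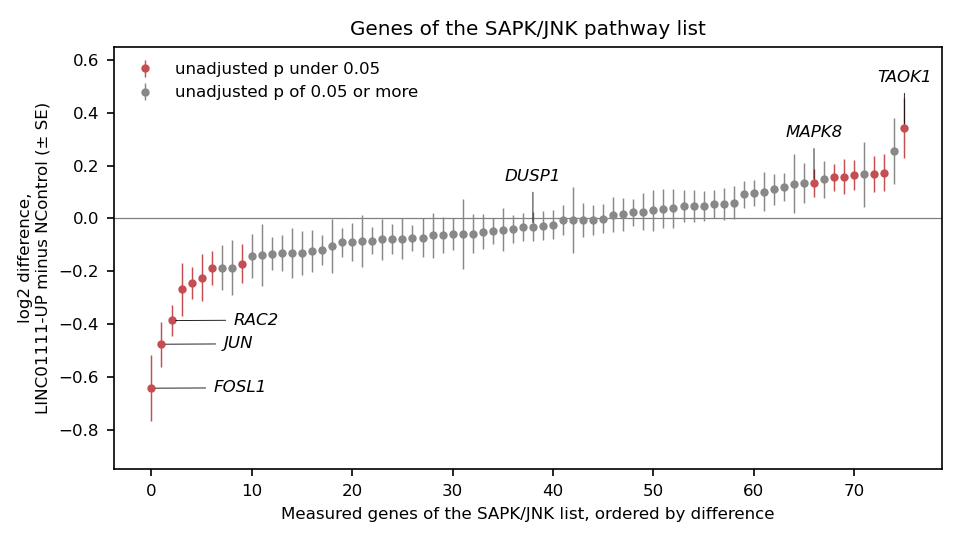
Difference in expression (log2, LINC01111-UP minus NControl) of the 76 measured genes of the SAPK/JNK list, in order of size. Points are differences, bars are standard errors, and red marks an unadjusted p under 0.05, which 7 genes above 0 and 8 below 0 reached.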

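Genes labelled in the heat map of Fig. 4b differed mostly by less than 1.5-fold. Of the 50 labelled genes, 46 were analysed here, 31 of them colored as higher and 15 as lower in LINC01111-UP cells. The difference had the direction of the color for 44. The exceptions were PIK3CD, a PI3K subunit, with a difference of 0.059 (SE 0.06), and SNAP25, a protein of vesicle fusion, with -0.014 (SE 0.06), and with the mean of each gene's probe sets both had the direction of the color (-0.099 for PIK3CD and 0.19 for SNAP25). In the extracellular matrix, TNC and COL11A1 had differences of 0.54 (SE 0.10) and 0.50 (SE 0.09). STON1, an adaptor of endocytosis, and PDE7B, a cyclic AMP phosphodiesterase, had differences of 0.58 (SE 0.08) and 0.55 (SE 0.07). With the mean of each gene's probe sets the difference was 0.24 for TNC, 0.32 for STON1 and 0.19 for PDE7B. ID2, an inhibitor of DNA-binding factors, and GAB3, a signaling adaptor, both had a difference of -0.61 (SE 0.19 for ID2 and 0.12 for GAB3), although the arrays of the 2 groups overlapped for ID2. The adaptor GAB1 had a difference of 0.026 and the GTPase RAC1 of -0.024, and other, dimmer probe sets gave up to 0.36 for GAB1 and -0.20 for RAC1. At an adjusted p under 0.05 from limma, 0 of the 46 were called. There were 17 higher and 10 lower at an unadjusted p under 0.05, and with trend and robust 12 were called. A fold change of at least 1.5 was reached by 8 on the brightest probe set and by 16 on any probe set. A total of 18 belong to the SAPK/JNK list and 28 do not. The heat map was drawn from the same arrays, so the number and direction of its genes are not independent evidence. From the clustering of these arrays the paper proposes that LINC01111 regulates genes of the SAPK/JNK signaling pathway (Fig. 4b), and the enrichment made this pathway its target of interest.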

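Of the other pathways named in Fig. 4c, NF-kB genes were lower as a group in LINC01111-UP cells by camera (adjusted p = 0.0100), a call that was lost with an estimated correlation (adjusted p = 0.517) and was not made by fry for a shift in one direction (adjusted p = 0.222). Among 35 measured genes of NF-kB signaling and its targets, 0 passed the adjustment over all genes with or without trend and robust, and 4 fell and 0 rose when adjusted over the list alone. These were MAP3K14, the kinase NIK of the noncanonical branch, by 0.39 (SE 0.08), TNFAIP2 by 0.29, the chemokine CCL2 by 0.26 (SE 0.06) and RELB, an NF-kB subunit, by 0.26. At an unadjusted p under 0.05, 9 were lower and 2 higher, and NFKBIZ, an atypical inhibitor of NF-kB, had a difference of 0.26. The adjusted p from camera was 0.120 with array weights, 0.0797 without NControl replicate 3 and 0.140 without LINC01111-UP replicate 1.
The remaining lists were not called by camera, and in each 0 genes passed limma's adjustment over all genes. With trend and robust, IGFBP7 of the IGF-1 list (adjusted p = 0.0402 from limma) and BMP5 (0.0492) and ID1 (0.0473) of the TGF-beta list passed it, and 0 genes of the EGF and mTOR lists did. Among 41 IGF-1 pathway genes, 2 rose when adjusted over the list alone, the insulin receptor INSR by 0.29 (SE 0.05) and the binding protein IGFBP7 by 0.36 (SE 0.08), while 4 were higher and 3 lower at an unadjusted p under 0.05, with IGFBP4 at -0.50. Among 42 EGF pathway genes, DUSP5, an ERK phosphatase, fell by 0.38 when adjusted over the list alone, and 5 were higher and 5 lower at an unadjusted p under 0.05, including EGFR at -0.32 (SE 0.09) and SPRY4, a feedback inhibitor, at -0.43. Among 44 mTOR pathway genes, DEPTOR, an inhibitor of mTOR, rose by 0.43 (SE 0.08) when adjusted over the list alone, and 8 were higher and 0 lower at an unadjusted p under 0.05. Among 43 TGF-beta pathway genes, BMP5 rose by 0.36 (SE 0.07) when adjusted over the list alone, and 6 were higher and 3 lower at an unadjusted p under 0.05, including ID1 at -0.34. BMP5 is also labelled in Fig. 4b, so it is not independent evidence. The adjusted p from camera was 0.142 for IGF-1, 0.845 for EGF, 0.173 for mTOR and 0.691 for TGF-beta, and with an estimated correlation 0.667, 0.940, 0.925 and 0.925. The IGF-1 list reached an adjusted p of 0.0418 without NControl replicate 2 and 0.0443 with the poly-A covariate, and the mTOR list 0.0297 with the mean of each gene's probe sets and 0.0443 with the poly-A covariate. With the mean of each gene's probe sets the difference was -0.15 for TNFAIP2 and EGFR, 0.098 for INSR, 0.18 for IGFBP7 and -0.19 for SPRY4, and with the poly-A covariate it was -0.24 for IGFBP4. IL-2, protein kinase A, GM-CSF and renin-angiotensin signaling were not analysed here.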

The results of gene ontology analysis and Gene Ontology (GO) analyses indicated the significant enrichment of genes involved in the SAPK/JNK signaling pathway (Fig. 4b, c). We confirmed the regulatory effects of LINC01111 on the expression changes of genes in the SAPK/JNK signaling pathway by western blotting of PC cells (Fig. 4d). The results also indicated that the overexpression of LINC01111 could decrease the phosphorylation level of SAPK/JNK, while the knockdown of LINC01111 had the opposite effect.

Next, we investigated the phosphorylation level of the SAPK/JNK protein by western blotting and immunofluorescence in LINC01111-UP, LINC01111-KD and NControl PC cells. As shown in the illustrations (Fig. 4e, f), the phosphorylation of SAPK/JNK was decreased both in the nucleus and cytoplasm in the LINC01111-UP group compared with the NControl group, while the knockdown of LINC01111 expression reversed these effects. These data indicated that the SAPK/JNK signaling pathway was the targeted signaling pathway through which LINC01111 exerted its tumor suppressive effects in PC cells.

### Overexpression of LINC01111 can rescue the effects of SAPK/JNK inhibition on PC cells

Interestingly, we found that DUSP1 expression was greatly upregulated by the overexpression of LINC01111 and inhibited by the knockdown of LINC01111 (Fig. 4d). Studies have defined DUSP1 as a dual-specificity phosphatase that dephosphorylates and inactivates mitogen-activated protein kinase (MAPK) both in vitro and in vivo^20^. Thus, we proposed that DUSP1 is a key downstream target of LINC01111. To confirm our hypothesis, we inhibited the SAPK/JNK signaling pathway using the pathway inhibitor SP600125 and downregulated the DUSP1 expression level with siRNA in PC cells. As shown in Fig. 5a, SP600125 treatment of PANC-1 cells inhibited the SAPK/JNK signaling pathway in a dose- and time-dependent manner, and the results of western blotting suggested that treatment with 10 µM SP600125 for 36 h generated the optimal effect. The results of the CCK-8 assay showed that SP600125 could inhibit the proliferation of PC cells, and the overexpression of LINC01111 generated the same effect. Furthermore, the downregulation of DUSP1 by siRNA restored the inhibition of cell proliferation caused by SAPK/JNK inhibition and LINC01111 upregulation (Fig. 5b). Transwell assays with or without Matrigel showed that LINC01111 and DUSP1 had the same effects on PC cell invasion and migration (Fig. 5c). Moreover, western blotting showed the same results (Fig. 5d). Overall, LINC01111 could modulate the SAPK/JNK signaling pathway via DUSP1 in PC cells.

**Fig. 5:**
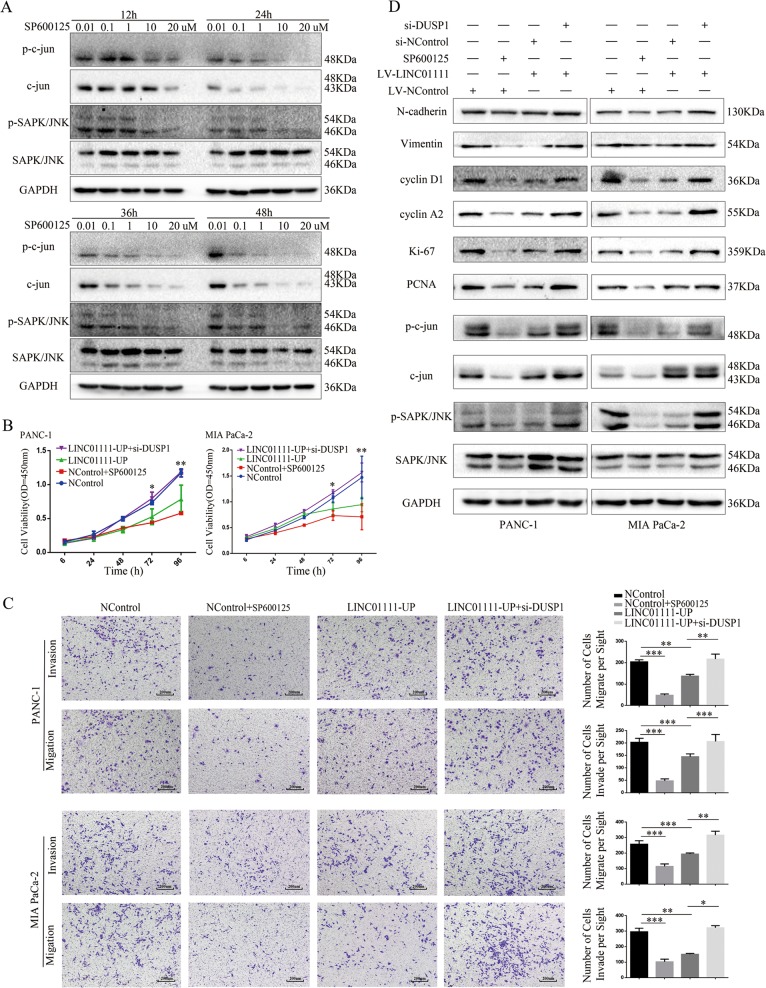
Overexpression of LINC01111 can rescue the effects of PC cells induced by SPAK/JNK inhibition. **a** The effect of the SAPK/JNK signaling pathway inhibitor SP600125 detected by western blotting. **b** The CCK-8 assay comparing cell proliferation was performed in PC cells when treated differently (NControl, NControl + SP600125, LINC01111-UP, LINC01111-UP+si-DUSP1). All experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05, **p < 0.01. **c** Transwell assay evaluating cell invasion and migration was performed in PC cells when treated differently. All experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. **d** Western blotting showing the expression change of proteins involved in the SAPK/JNK signaling pathway when treated differently.

### LINC01111 upregulates its parental gene DUSP1 by sequestering miR-3924

The above experiments demonstrated that the aberrant expression of LINC01111 might be involved in gene control and oncogenic function. Thus, we further investigated whether LINC01111 could affect DUSP1 expression as parts of its important role in growth and progression of PC. As LINC01111 localized predominantly in the cytoplasm of PC cells according to the results of the FISH analysis (Fig. 1e), it might function as a ceRNA and sequester corresponding microRNAs, which leads to the liberation of microRNA-targeted gene transcripts. Moreover, we found that the downregulation of LINC01111 could reduce the abundance of DUSP1 in PC cells at both the mRNA level (Fig. 6a) and protein level (Fig. 4d). Based on the cytoplasm location of LINC01111 and the synchronous expression change of LINC01111 and DUSP1, we hypothesized that LINC01111 played a role as a ceRNA to regulate the expression of DUSP1.

**Fig. 6:**
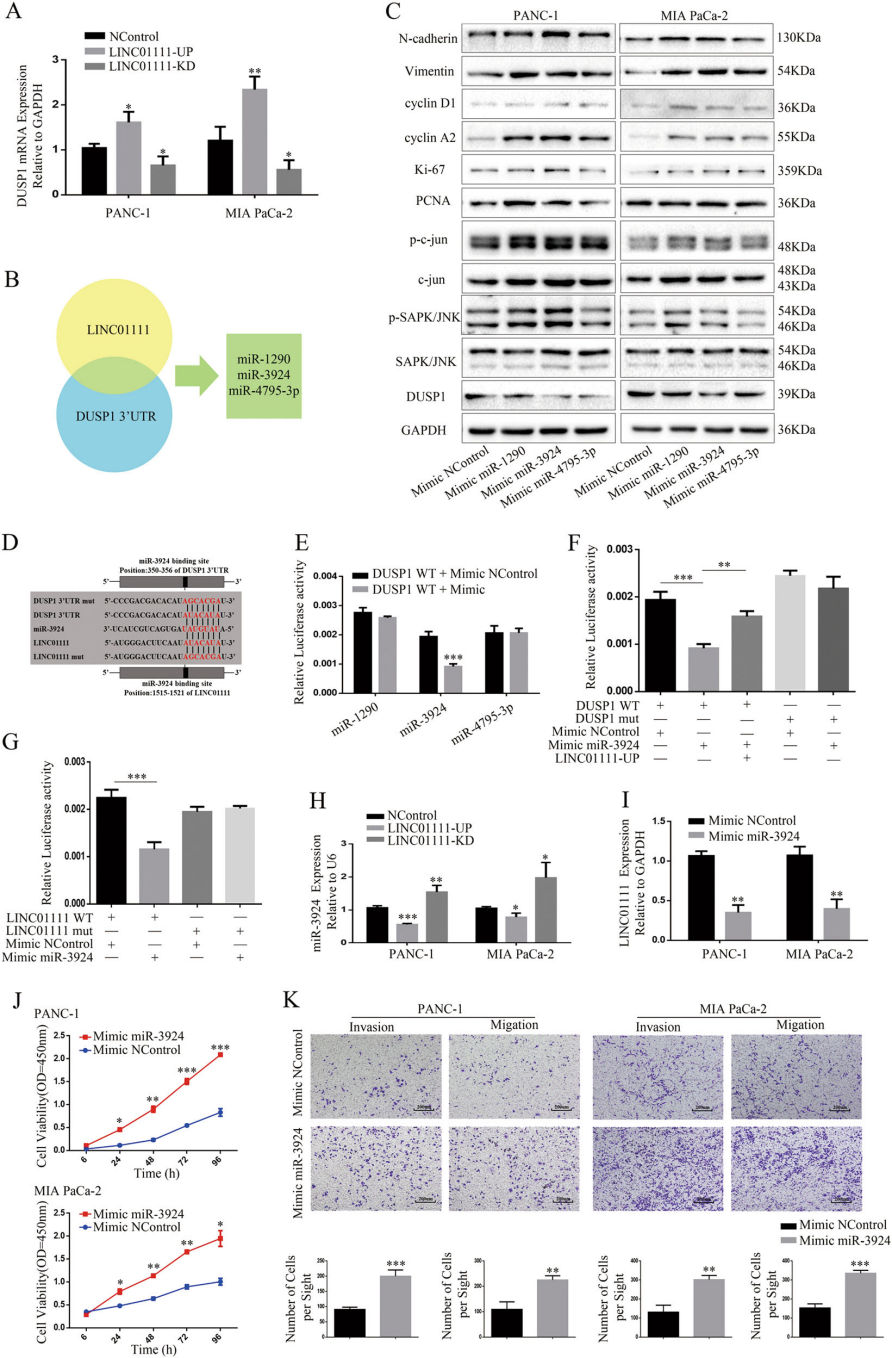
LINC01111 regulates proliferation, cell cycle and metastasis of PC cells via the modulation of DUSP1 expression by sequestering miR-3924. **a** PCR analysis showed expression change of DUSP1 mRNA with augment or attenuation of LINC01111 expression in PC cells. *p < 0.05, **p < 0.01. **b** The Venn diagram identified three microRNAs (miR-1290, miR-3924, and miR-4795-3p) targeting LINC01111 and DUSP1 3′UTR. **c** Western blotting showing the expression change of DUSP1 and proteins involved in the SAPK/JNK signaling pathway in PC cells with or without overexpression of target microRNAs (miR-1290, miR-3924, and miR-4795-3p). **d** Bioinformatics prediction showed binding sites of miR-3924 to DUSP1 3′UTR sequence using TargetScan and to LINC01111 sequence using sequence alignment. **e** Dual-luciferase assays showed that decreased luciferase activity was observed in HEK 293T cells when co-transfected with psi-CHECK-DUSP1-WT and Mimic-miR-3924, but not Mimic-miR-1290 or Mimic-miR-4795-3p. ***p < 0.001. **f** Dual-luciferase assays implied that decreased luciferase activity was observed in HEK 293T when co-transfected with psi-CHECK-DUSP1-WT and Mimic-miR-3924, and rescued luciferase activity occurred when LINC01111 was overexpressed, whereas co-transfection of psi-CHECK-DUSP1-mut and Mimic-miR-3924 had no influence on luciferase activity. **p < 0.01, ***p < 0.001. **g** Dual-luciferase assays implied that decreased luciferase activity was observed in HEK 293T cells when co-transfected with psi-CHECK-LINC01111-WT and Mimic-miR-3924 comparing to co-transfection of psi-CHECK-LINC01111-mut and Mimic-miR-3924. ***p < 0.001. **h** PCR analysis showed expression change of miR-3924 with augment or attenuation of LINC01111 expression in PC cells. *p < 0.05, **p < 0.01, ***p < 0.001. **i** Overexpression of miR-3924 decreased the LINC01111 level in PC cells quantified by qRT-PCR. **p < 0.01. **j** The CCK-8 assay showed the cell proliferation of PC cells with or without overexpression of miR-3924. *p < 0.05, **p < 0.01, ***p < 0.001. **k** Transwell assay evaluating cell invasion and migration ability was performed in PC cells with or without overexpression of miR-3924. **p < 0.01, ***p < 0.001. All experiments were performed in triplicate, and data are presented as mean ± SD.

To demonstrate our hypothesis, we used a bioinformatics analysis to reveal potential sites through which miRNAs targeting the DUSP1 3′ UTR (TargetScan, http://www.targetscan.org/cgi-bin/targetscan/vert_72/view_gene.cgi?rs=ENST00000239223.3&taxid=9606&members=miR-3924&showcnc=1&shownc=1&shownc_nc=&showncf1=1&showncf2=&subset=1) and miRNAs targeting LINC01111 (through sequence alignment, http://www.mirdb.org/cgi-bin/custom_predict/customDetail.cgi). Based on these results, we identified three potential miRNAs, miR-1290, miR-3924, and miR-4795-3p (Fig. 6b). Next, the results of western blotting suggested that all three miRNAs promoted the proliferation and metastasis of PC cells; among them, miR-3924 showed the most obvious effect (Fig. 6c). Furthermore, we performed a luciferase activity assay to test whether the three miRNAs were able to influence the expression of DUSP1. As shown in Fig. 6d and Fig. 6e, the luciferase reporter assay revealed that the wild-type 3′ UTR of DUSP1 resulted in decreased luciferase activity when mimics of miR-3924 but not miR-1290 and miR-4795-3p were added, which suggested that miR-3924 but not miR-1290 and miR-4795-3p acted as a negative regulator of DUSP1. Moreover, the overexpression of LINC01111 could rescue the decrease in luciferase activity caused by the binding of mimics of miR-3924 to the wild-type 3′ UTR of DUSP1, while the mutated 3′ UTR of DUSP1 did not show a significant response to mimics of miR-3924 (Fig. 6f). In addition, the luciferase reporter assay showed that the overexpression of miR-3924 by using mimics could depress the luciferase activity of wild-type LINC01111, whereas the augmentation of miR-3924 had no effect on mutant LINC01111, indicating that LINC01111 can directly bind to miR-3924 (Fig. 6d, g). Furthermore, LINC01111 overexpression attenuated miR-3924 levels, while the knockdown of LINC01111 augmented miR-3924 levels (Fig. 6h). As expected, the expression of LINC01111 was apparently decreased after transfection with miR-3924 mimics (Fig. 6i). The CCK-8 assays and Transwell assays with or without Matrigel were used to explore the effects of miR-3924 on PC cells. The results showed that the overexpression of miR-3924 could promote cell proliferation, invasion, and migration of PC cells (Fig. 6j, k). Overall, these data indicate that LINC01111 regulates DUSP1 expression by sequestering miR-3924.

## Discussion

In the present study, we demonstrated that LINC01111 expression levels are clearly decreased and that the SAPK/JNK signaling pathway is significantly activated by the downregulation of DUSP1 protein in PC, which promotes tumorigenesis and tumor metastasis. Mechanistically, we found that LINC01111 functions through a ceRNA-involved mechanism by competing with endogenous miR-3924, thus triggering DUSP1 protein expression (Fig. 7). These findings revealed that LINC01111 acts as a key molecule involved in PC initiation and progression.

**Fig. 7:**
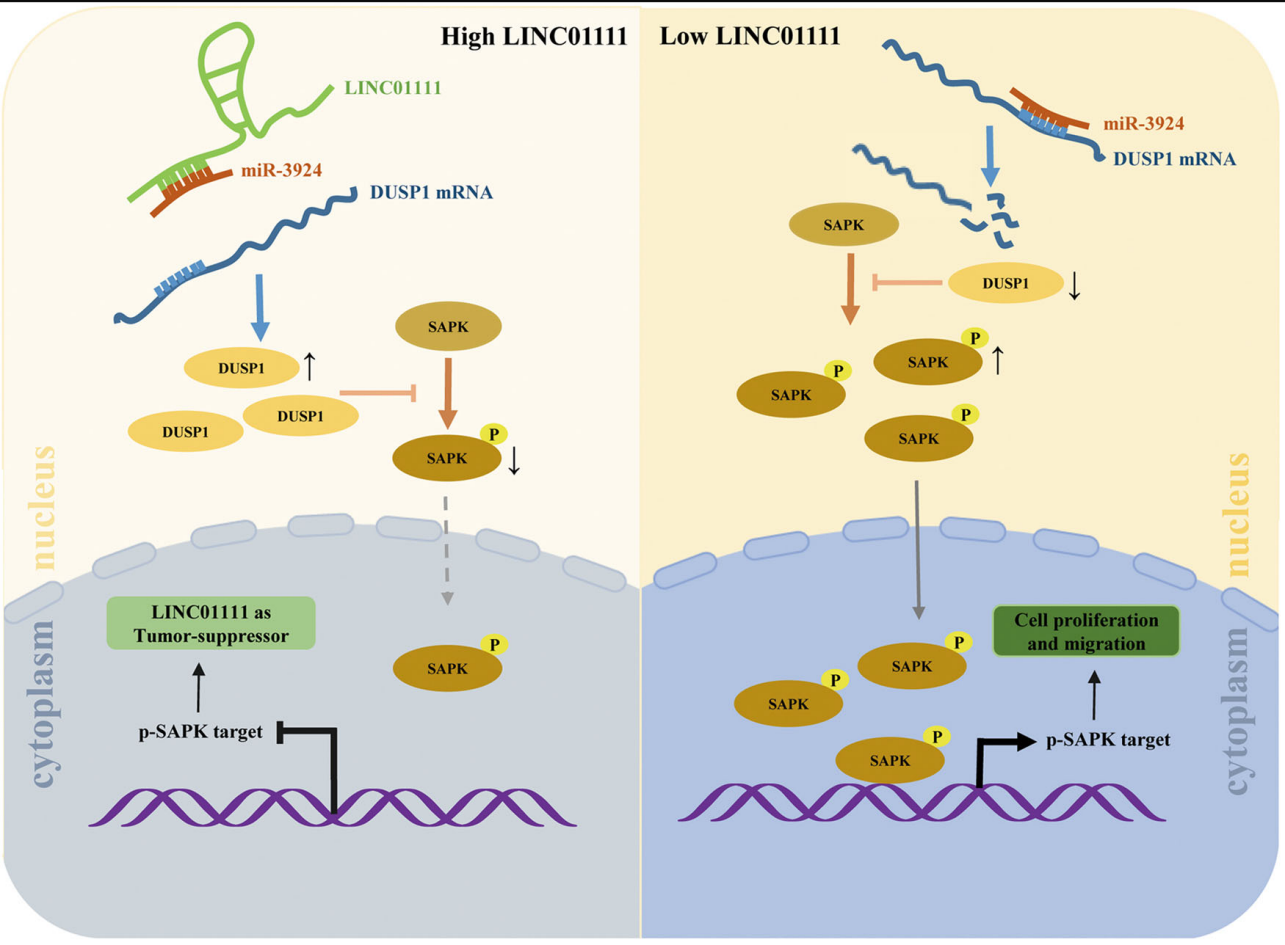
Schematic model shows the results of the study. LINC01111 functions through a ceRNA mechanism by competing with endogenous miR-3924, thus triggering DUSP1 protein expression in PC.

It is well accepted that lncRNAs play important roles in regulating biological and pathological processes, and many of them have been researched and reported. Some lncRNAs act as tumor promoters, which have been used as biomarkers or therapeutic targets for cancer treatment, such as HOTAIR^7^, MALAT1^21^, and H19^22^. Other lncRNAs, including TSLNC8^9^, MEG3^23^ and loc285194^24^, have recently been reported to function as tumor suppressors, which modulate tumorigenesis and cancer progression when their functions are lost.

In this study, results from the GEO database indicated that LINC01111 expression level was significantly decreased in PC tissues comparing to that in normal pancreatic tissues, and that the LINC01111 expression level was significantly lower in plasma of PC patients than that of healthy subjects. As expected, the detection of LINC01111 by qRT-PCR in PC tissues and plasma of patients found similar results. Furthermore, ISH analyses revealed significant downregulation of LINC01111 expression in 95 paired paraffin-embedded PC surgical specimens and that a low level of LINC01111 was associated with poor prognosis of PC patients, indicating that LINC01111 acts as a tumor suppressor in PC.

Cancer is a disease that involves dynamic changes in the genome, including alterations in DNA, RNA and proteins^25^. In biological processes, lncRNAs can interact with DNA, RNA, proteins, and/or combinations of these, resulting in chromatin organization regulation, transcriptional and post-transcriptional regulation, and cell signaling pathway regulation^26^. Changes in lncRNA expression trigger cancer cells to gain capacities for tumor initiation, growth, and metastasis^27–29^. We performed gain-of-function and loss-of-function experiments to further study the biological function of LINC01111 in PC cells. The results showed that the stable decreased expression of LINC01111 enabled PC cells to have higher capability for cell proliferation, enhancement of cell-cycle G1/S transition, higher tendency to invasion and migration in vitro, and promoted tumor growth and metastasis in vivo. Inversely, stable elevated LINC01111 expression generated the opposite effects. These data revealed the essential role of LINC01111 in PC.

The SAPK/JNK signaling pathway is related to the mitogen-activated protein kinase (MAPK) signaling cascade, involving the sequential phosphorylation and activation of the proteins MAPK/extracellular signal-regulated kinase (ERK) kinase kinase 1, SAPK/ERK kinase 1, SAPK/JNK, and c-Jun^30,31^. Phosphorylation activates function of SAPK/JNKs, which subsequently translocate from the cytoplasm to the nucleus, where they function and phosphorylate series of genes including c-Jun, ATF2, etc. and enhance their transcriptional activity^16^. As reported, c-Jun can positively regulate expression of proliferation-related genes including cyclin D1 and cyclin A2^16,17,32^, and genes involved in cell invasion and migration, including N-cadherin and vimentin^33,34^. Previous studies revealed the important role of the SAPK/JNK signaling pathway in regulating cell survival, proliferation, and apoptosis^35,36^, and its critical role in the chemotherapeutic treatment of human cancer^37,38^. In the present study, we performed mRNA microarray analysis to analyze the gene expression profile affected by LINC01111 overexpression. 

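Beyond the signaling pathways, genes of lipid synthesis and epithelial genes were higher relative to the other genes in LINC01111-UP cells by camera, and genes of the unfolded protein response and immediate-early genes were lower. With an estimated correlation each of these calls was lost (adjusted p from 0.513 to 0.517). In each of these lists 0 genes passed limma's adjustment over all genes. With trend and robust, 2 passed it in the epithelial list, namely DSC2 and DSP (adjusted p = 0.0316 from limma for DSP), 2 in the unfolded protein list, namely STC2 (0.0159) and SDF2L1 (0.0278), a protein of the endoplasmic reticulum, 2 in the immediate-early list, namely JUN and FOSL1, and 0 in the lists of fatty acid and cholesterol synthesis. Of 18 measured genes of fatty acid synthesis, 0 passed when adjusted over the list alone, and 6 were higher and 1 lower at an unadjusted p under 0.05. FADS2 and SCD, which desaturate fatty acids, had differences of 0.37 (SE 0.10) and 0.29 (SE 0.09), and SCD is also labelled in Fig. 4b, so it is not independent evidence. The adjusted p from camera was 0.0100, against 0.513 with an estimated correlation, 0.268 with array weights and 0.0785 without NControl replicate 1. Of 19 genes of cholesterol biosynthesis, 0 passed when adjusted over the list alone, and 4 were higher and 1 lower at an unadjusted p under 0.05. TM7SF2 and DHCR7, reductases of the sterol pathway, had differences of 0.35 and 0.24 (SE 0.08). With the mean of each gene's probe sets TM7SF2 had 0.21 and SCD 0.52. The adjusted p from camera was 0.0100, against 0.517 with an estimated correlation, 0.0622 after another quantile normalization, 0.0769 over probe sets above the median, 0.382 with array weights and 0.0664 without NControl replicate 1. From fry for a shift in one direction, the adjusted p was 0.222 for fatty acid synthesis and 0.280 for cholesterol biosynthesis.
Of 29 epithelial genes, 6 rose and 1 fell when adjusted over the list alone. The genes that rose were the desmosome genes DSC2, DSP by 0.29 (SE 0.06) and DSG2 by 0.24, the transcription factor ELF3 by 0.36, the adhesion molecule EPCAM by 0.39 (SE 0.10) and the keratin KRT8 by 0.26, and the tight junction gene CLDN1 fell by 0.46 (SE 0.11). DSC2 is also labelled in Fig. 4b, so it is not independent evidence. The differences were positive for 15 of the 29 genes and negative for 14, with a median of 0.02. The adjusted p was 0.0190 from camera, 0.513 with an estimated correlation and 0.00811 from fry for a shift in one direction, and the camera value was 0.0769 over probe sets above the median, 0.263 with array weights, 0.0571 without NControl replicate 1 and 0.0837 without LINC01111-UP replicate 1.
Of 33 genes of the unfolded protein and ATF4 response, 7 fell and 0 rose when adjusted over the list alone. They included DDIT3, the stress factor CHOP, by 0.50 (SE 0.11), STC2, a secreted glycoprotein, by 0.35 (SE 0.06) and SLC7A11, a cystine transporter, by 0.25. Without adjustment, 10 had a p under 0.05 and were lower and 2 were higher, the latter being DDIT4, an mTOR inhibitor, and PHGDH, an enzyme of serine synthesis. The adjusted p from camera was 0.0190, against 0.513 with an estimated correlation, 0.174 without NControl replicate 2, 0.0664 without LINC01111-UP replicate 1 and 0.0682 with the replicate number as a block. Of 32 immediate-early genes, 4 fell and 0 rose when adjusted over the list alone, namely JUN, FOSL1, ATF3 and DUSP5. JUN and FOSL1 are labelled in Fig. 4b, and all of these but DUSP5 are also in the SAPK/JNK list. The adjusted p from camera was 0.0462, against 0.517 with an estimated correlation, 0.203 without NControl replicate 2, 0.218 without LINC01111-UP replicate 1 and 0.0764 with the replicate number as a block. Fry for a shift in one direction gave an adjusted p of 0.0617 for the unfolded protein and ATF4 response and 0.0823 for the immediate-early genes.
Of 29 nuclear-retained and intron-retaining transcripts, 0 passed over all genes with or without trend and robust, 0 passed when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05, namely the noncoding RNA MALAT1 with a difference of 0.19 (SE 0.06). The list was higher by camera (adjusted p = 0.0470) and not with an estimated correlation (adjusted p = 0.513), by fry for a shift in one direction (adjusted p = 0.222) or in 12 of the other 15 settings. Its adjusted p from camera was 0.0610 without NControl replicate 1, 0.0795 without NControl replicate 2, 0.0936 without NControl replicate 3, 0.286 without LINC01111-UP replicate 2 and 0.103 without LINC01111-UP replicate 3. The mean 3' minus 5' control signal of these arrays, a measure of RNA quality, differed by -0.046, LINC01111-UP minus NControl (exact permutation test, p = 0.1). The groups overlapped for ACTB taken alone and not for GAPDH, so a difference in RNA quality is not established.

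**Figure D3:**
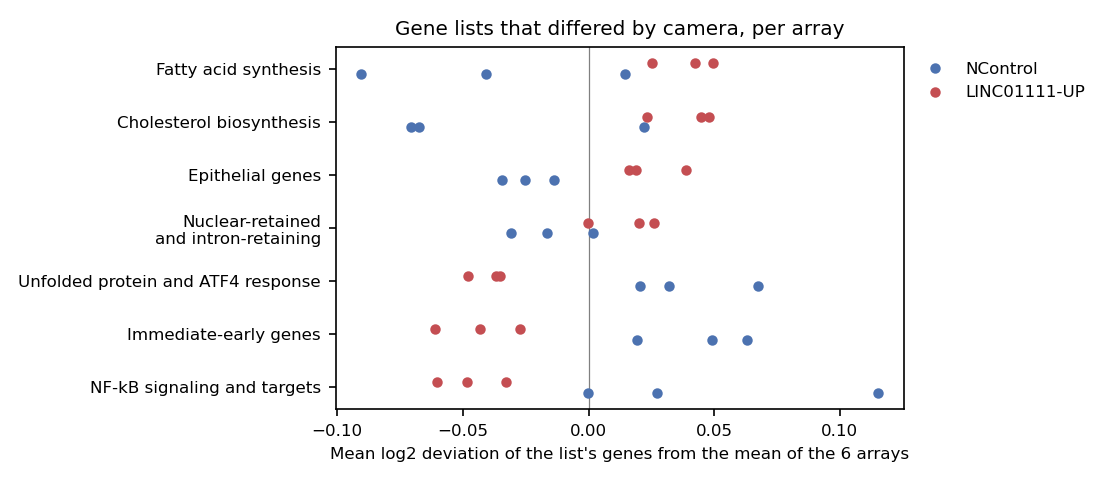
Mean deviation (log2) of the genes of each list from their mean over the 6 arrays, for the 7 lists that differed by camera, 0 of which were called with an estimated correlation (adjusted p from 0.513 to 0.517). Each point is 1 array, with NControl in blue and LINC01111-UP in red. The points of the 2 groups do not overlap for 6 of the lists and overlap for the nuclear-retained and intron-retaining transcripts, and the smallest adjusted p from camera was 0.0100.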

According to the results, we found a significant enrichment of genes involved in the SAPK/JNK signaling pathway, which made the SAPK/JNK signaling pathway our target of interest. Western blotting showed that the knockdown of LINC01111 in PC cells activated the SAPK/JNK signaling pathway, whereas LINC01111 overexpression inhibited it. Furthermore, according to the immunofluorescence analyses of PC cells, the knockdown of LINC01111 increased SAPK phosphorylation in the cytoplasm and the nucleus, whereas LINC01111 overexpression generated the inverse. It remains unknown how LINC01111 functions as a SAPK/JNK inhibitor.

Interestingly, we observed the coexpression of DUSP1 protein and LINC01111 when conducting western blotting. DUSP1, first identified ~30 years ago, is a member of the threonine-tyrosine dual-specificity phosphatase family, the function of which is to dephosphorylate and therefore inactivate the MAP kinases, including ERKs, p38 MAPKs, and JNKs^14,39^. Previous studies revealed that DUSP1 may play opposing roles in different cancer types or different stages of cancer. In the early phase of cancer, the upregulation of DUSP1 enables tumors to evade SAPK-induced death, while in the advanced stages of cancer, the downregulation of DUSP1 promotes cell proliferation, increases tumor growth, and actuates the metastatic process^39–44^. In this study, we demonstrated that DUSP1 was downregulated by LINC01111 knockdown, which inactivated the SAPK/JNK signaling pathway in the progression of PC.

Currently, the regulatory mechanisms of ncRNAs are becoming more deeply understood. As reported, some lncRNAs act as molecular sponges to sequester target miRNAs and regulate their function^45,46^. In the present study, bioinformatics analysis indicated potential binding sites in LINC01111 and miR-3924, as well as miR-3924 and DUSP1 3′ UTR, suggesting the possibility that LINC01111acts as a molecular sponge for miR-3924 to regulate the expression level of DUSP1. Next, we conducted experiments to demonstrate our hypothesis. The data showed that, similar to miR-3924 mimics, LINC01111 downregulation could inhibit expression of DUSP1, target gene of miR-3924, whereas LINC01111 upregulation inhibited the function of miR-3924, leading to increased levels of DUSP1. Therefore, the effect of LINC01111 on PC initiation and progression can be partly explained with a ceRNA mechanism, through which LINC01111 functions as a tumor suppressor.

In conclusion, we found that the lncRNA LINC01111 was downregulated in PC tissues and plasma of PC patients, and was characterized as a novel tumor suppressor. The loss of LINC01111 was associated with tumor progression and metastasis, and the level of LINC01111 was positively correlated with prognosis of PC patients. Gain-of-function and loss-of-function experiments revealed that the overexpression of LINC01111 can reduce the malignancy of PC cells in vitro and in vivo. LINC01111 can function as a molecular sponge for miR-3924 to upregulate DUSP1 protein levels and then downregulate SAPK phosphorylation and the translocation of p-SAPK from the cytoplasm to the nucleus. Thus, the loss of LINC01111 in PC activates the SAPK/JNK signaling pathway, resulting in the promotion of tumor progression and metastasis. LINC01111 may serve as a prognostic predictor for PC patients, and the LINC01111/miR-3924/DUSP1 axis is a potential therapeutic target for treating PC.

## Supplementary information

Reproducibility checklist

Attribution of authorship

Supplementary Table 1

Supplementary Table 2

Supplementary figure legends

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

# Supplementary material for: Long noncoding RNA LINC01111 suppresses pancreatic cancer aggressiveness by regulating DUSP1 expression via microRNA-3924
**Source:** Cell Death Dis. 2019 Nov 25;10(12):883. doi: 10.1038/s41419-019-2123-y
**Supplement:** Supplementary file 2 — Attribution of authorship

ADMC

(the 'Authors')

[illegible]

Please complete the table below to indicate the contributions of all named authors to the figures.

Figure 1:

Figure 2:

Figure 3:

Figure 4:

Figure 5:

Figure 6:

Signed for and on behalf of the Author(s):

Print Name:

Date:

# Supplementary material for: Long noncoding RNA LINC01111 suppresses pancreatic cancer aggressiveness by regulating DUSP1 expression via microRNA-3924
**Source:** Cell Death Dis. 2019 Nov 25;10(12):883. doi: 10.1038/s41419-019-2123-y
**Supplement:** Supplementary file 3 — Supplementary Table 1

Supplemental Table 1. Primer sequences used for PCR

| Gene | Forward primer(5'-3') | Reverse primer(5'-3') |
| --- | --- | --- |
| GAPDH | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG |
| LINC01111 | CCTCCATCATGAACCTGCAA | TGAAGGTACTGAGGCCATGTG |
| DUSP1 | GGATACGAAGCGTTTTCGGC | AGAGGTCGTAATGGGGCTCT |
| DUSP4 | TGCAGAATTCGCCCTTACGA | CATCCACAATTCAGCGAGCG |
| DUSP10 | AAGCCGAGGAGAAAACTCTGG | GAGAGCTAAGAAGGGACGCC |
| DUSP16 | TCGCGTCTACTAGGGGTGAT | TGCCTCCTTTGGCAACTTGA |
| JNK1 | AGTTGGGTGCATCATGGGAG | AGAAAGTTGGCAATCTACAGCA |
| JNK2 | AGTGGGTTGCATCATGGGAG | ACTGAGAAGGAGTGGCGTTG |
| c-jun | CGGAGCATTACCTCATCCCG | GACTATACTGCCGACCTGGC |
| ATF | TGTGAATTCTGCCAGGCAAT | GGAGAGGAAGGACCTGGGAT |
| NFATc1 | CCAGTACCAGCGTTTCACCT | CAAGAAAGTTGGCAAGAAAAAGC |
| cdc42 | TAAGTGTGTTGTTGTGGGCG | CAGTAGTGGGACAGGAAGCAG |
| MKK4 | ACTTCGGCATCAGTGGACAG | ACTATTCTCGCCATGCGTGT |
| MKK7 | GTATGGAGCCTGGGCATCTC | TCCGTTCACAGTGTCTGTCG |

# Supplementary material for: Long noncoding RNA LINC01111 suppresses pancreatic cancer aggressiveness by regulating DUSP1 expression via microRNA-3924
**Source:** Cell Death Dis. 2019 Nov 25;10(12):883. doi: 10.1038/s41419-019-2123-y
**Supplement:** Supplementary file 4 — Supplementary Table 2

Supplemental Table 2. Primers and sequence used for Si-RNA transfection

| Gene | Forward | Reverse |
| --- | --- | --- |
| LINC01111#1 | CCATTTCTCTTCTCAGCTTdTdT | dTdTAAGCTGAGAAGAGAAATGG |
| #2 | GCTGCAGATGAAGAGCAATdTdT | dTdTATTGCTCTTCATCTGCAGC |
| #3 | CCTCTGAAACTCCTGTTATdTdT | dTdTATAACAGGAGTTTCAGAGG |
| DUSP1 #1 | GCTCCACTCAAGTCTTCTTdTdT | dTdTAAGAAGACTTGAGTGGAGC |
| #2 | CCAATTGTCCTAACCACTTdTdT | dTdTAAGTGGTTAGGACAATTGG |
| #3 | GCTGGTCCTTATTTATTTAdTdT | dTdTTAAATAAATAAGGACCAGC |

# Supplementary material for: Long noncoding RNA LINC01111 suppresses pancreatic cancer aggressiveness by regulating DUSP1 expression via microRNA-3924
**Source:** Cell Death Dis. 2019 Nov 25;10(12):883. doi: 10.1038/s41419-019-2123-y
**Supplement:** Supplementary file 5 — Supplementary figure legends

Supplementary Figure 1. LINC01111 suppresses the PC cell growth in vivo. (A) Weight of the mice at 6th week for the xenograft model for PANC-1 cell line. (B) Weight of the mice at 4th week for the xenograft model for MIA PaCa-2 cell line.

Supplementary Figure 2. LINC01111 suppresses the cell-cycle progression in PC cells. (A) EdU immunofluorescence staining showing the cell proliferation of PANC-1 and MIA PaCa-2 cells. The bar graph on the right shows the percentage of EdU-positive nuclei. All experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05, ***p < 0.001. (B) FACS analysis of PANC-1 and MIA PaCa-2 cells with LINC01111 overexpression or knockdown. The bar graph on the right shows proportion of cells in various phases. All experiments were performed in triplicate, and data are presented as mean ± SD. *p < 0.05, **p < 0.01.

Supplementary Figure 3. LINC01111 suppresses the PC cell invasion and migration in vitro. (A) Invasion of the indicated cell lines evaluated by scratch wound healing assay. Images were analyzed using Image-pro plus 6.0. (B) Invasion and migration of the indicated cell lines evaluated by Transwell assay with and without matrigel.

Supplementary Figure 4. LINC01111 suppresses the PC cell invasion and migration in vivo. (A) Representative images of HE and IHC staining showing protein E-cadherin and N-cadherin expression in xenograft tumor tissues from the various experimental mouse groups.

How the deposited data were processed for this re-analysis (not part of the article)

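Total RNA of PANC-1 cells, a pancreatic cancer cell line, was measured on PrimeView arrays in 3 samples of LINC01111-UP cells and 3 of NControl cells. Conditions and replicate numbers were taken from the sample labels and the paper. The labels do not state that the replicates came from separate cultures. The labels give Trizol as the means of RNA extraction, whereas the methods name an Agilent kit. The knockdown cells, the MIA PaCa-2 cells, the clinical samples and the xenografts were not analysed here.
The authors processed the arrays with RMA, whose version is not given in the sources used here, and the deposited values are log2 expression values per probe set. No further normalization was applied. Each array held 49395 probe sets. Of these, 102 were control probe sets, 44988 had 1 gene symbol in the platform annotation, 1832 had several and 2473 had none, and 44961 were matched by gene identifier to the names of the reference gene table (GRCh38.p14), which was used for names only. Probe sets with no symbol or with several were left out. For each gene the probe set with the highest mean over the 6 arrays was kept, with no filter on level, which left 18132 genes, 11734 of them with several probe sets. Control probe sets were used only as measures of RNA quality and input. A level on an array sets a gene's own samples apart and is not compared between genes. Arrays give no read depth, and their number limits the precision, with a median standard error of 0.07 for a log2 difference and a median standard deviation of 0.09 within a group.
Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, LINC01111-UP minus NControl), with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Each gene had 4 residual degrees of freedom and the prior added 4.12. All adjusted p-values of single genes are from limma unless another test is named. For single genes an exact permutation test of 3 arrays against 3 cannot give a p below 0.1. A total of 32 gene lists, the rule for the genes named in the text and the first set of alternatives given here were written before the data were examined, the lists from general knowledge. They cover the SAPK/JNK pathway as a whole and its cascade kinases, adaptors and GTPases, phosphatases, and substrates with AP-1 factors; IGF-1, EGF, mTOR, TGF-beta and NF-kB signaling; immediate-early genes, DNA replication, mitosis, G1 regulators, mesenchymal and epithelial genes, interferon response, unfolded protein and ATF4 response, cholesterol and fatty acid synthesis, hypoxia and glycolysis, p53 targets, oxidative phosphorylation, ribosomal proteins, nuclear-retained transcripts, very long transcripts and histones; and markers of fibroblasts, leukocytes, endothelium, acinar and islet cells and ductal cells. Some lists share members. Each list was tested with limma's camera (preset correlation of 0.01 between genes), with camera and an estimated correlation, with fry and with Fisher's exact test, each adjusted over the lists. Camera compares a list with the other genes, fry's one-directional test asks whether the genes of a list move on balance one way, and its mixed test whether they change in either direction; fry does not compare a list with other genes. Genes within a list are not independent. The p from camera with an estimated correlation can be larger even where that correlation is not. For the epithelial list the estimate was -0.0187, below the preset, and the p from camera before adjustment went from 0.00297 to 0.0283. A call lost with an estimated correlation therefore does not by itself show that genes vary together.
The rule for genes named in the text takes the genes with the largest changes among those that passed the adjusted threshold (0 genes here), every gene that the paper names in its text, in Supplementary Table 1 or in Fig. 4a, b and d, and for each list up to 4 members with the smallest p and up to 2 in the other direction. The colors of the heat map had been seen when the rule was written. Other named genes are marked as chosen after their values were seen, or are further members of a list that passed the adjustment over the list alone. Some items are not reported here.
The first set of alternatives was another quantile normalization, centring on the median, a filter at the 25th percentile or the median of the probe sets, the mean of a gene's probe sets, limma with trend and robust, array weights, the methods' t-test, the replicate number as a block, leaving out each replicate, and other thresholds, backgrounds and list tests. Alternatives chosen after seeing the data were each probe set on its own, the other DUSP1 probe sets, the poly-A control signal as a covariate, a count of genes with any changed probe set, the combination of the unadjusted threshold with each alternative, and a list of FOXO targets. A test of miR-3924 seed matches in 3' UTRs was not run, since no 3' UTR sequences were used here.
The procedure was tested on simulated data with the levels and spreads of these arrays, in 20 simulations of 18132 genes with 200 changed genes. Limma recovered 94.4% of the genes changed by 0.5 on the log2 scale and 100% of those changed by 1, and 5.61% of its calls were unchanged genes. With trend and robust 5.84% of the calls were unchanged genes. Camera called 100% of lists of 76 genes shifted by 0.1, and 0.8% of the unchanged lists had a p under 0.05. The simulated genes varied independently of each other, with spreads that limma had moderated. On the arrays genes of a list can vary together (highest estimated correlation 0.263). These rates may therefore not hold for the real data. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.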

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

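The test of RNA degradation, the poly-A covariate, the joining of lists and the mean difference of a joined list without each array were chosen only after the results were seen. The paper does not report on the following gene lists, which differed between LINC01111-UP and NControl cells relative to all other genes at an adjusted p under 0.05 from camera; 0 of them did so with an estimated correlation (adjusted p from 0.513 to 0.517). Genes of fatty acid synthesis and of cholesterol biosynthesis were higher (adjusted p = 0.01003 for each, median differences 0.09 and 0.06). Epithelial genes were higher (adjusted p = 0.01902, median difference 0.02), and genes of the unfolded protein and ATF4 response were lower (adjusted p = 0.01902, median difference -0.07). Immediate-early genes were lower (adjusted p = 0.04623, median difference -0.05). Nuclear-retained and intron-retaining transcripts were higher (adjusted p = 0.04700, median difference 0.02). The median difference of all genes was -0.026. The real groups gave 7 called lists of 32, and the highest count among the other 9 splits of the arrays into 3 and 3 was also 7, so 2 of the 10 splits gave as many; 10 splits are too few for a share under 0.05.

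The 37 genes of fatty acid and cholesterol synthesis, joined into one list, were higher in LINC01111-UP cells (camera, p = 1.04e-05, whereas an exact permutation of 3 arrays against 3 cannot give less than 0.1). The mean difference of the joined list minus that of all genes was 0.0982 (SE 0.0221) with every array. Over the 6 fits that leave out an array it was lowest without NControl replicate 1, at 0.0776 (SE 0.0235). The mean difference therefore stayed positive whichever array was left out, and the largest p of these fits was 0.00132 (camera, not an exact test). Genes of a list are not independent replicates, so this p does not measure how far the arrays of a group vary. With the poly-A signal as a covariate the p was 1.64e-07 (camera, not an exact test). With the mean of each gene's probe sets it was 9.37e-07 (camera, not an exact test). Camera's preset correlation of 0.01 treats genes as nearly independent. These p-values therefore cannot exclude the amount of input RNA or the choice of the brightest probe set. Each of the 2 lists alone lost its adjusted call without NControl replicate 1, and with an estimated correlation the joined list had p = 0.0845 (camera). The estimated correlation between genes was 0.132 for cholesterol biosynthesis and 0.051 for fatty acid synthesis, so genes of these lists may vary together between arrays of one group. An effect of LINC01111 overexpression on these genes and differences in cell density or medium between cultures remain open, and none of them was tested.

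Nuclear-retained and very long transcripts, joined into a list of 57 genes, were higher in LINC01111-UP cells (camera, not an exact test, p = 0.00126). Whether a single array accounts for this stays open, since the largest p over the fits that leave out an array was 0.0425 (without LINC01111-UP replicate 2), where the mean difference of the list minus that of all genes went from 0.0468 (SE 0.0145) to 0.0272 (SE 0.016), and the nuclear-retained list alone lost its adjusted call in 5 of the 6 fits (p from 0.0610 to 0.286). Degraded RNA loses signal from the 5' end and from long transcripts, and the mean 3' minus 5' signal of ACTB and GAPDH differed by -0.0457 in LINC01111-UP cells, so less degraded RNA in the LINC01111-UP samples is a candidate explanation, which rests on 2 control genes and a small shift. With an estimated correlation the joined list had p = 0.136. A change of nuclear RNA with LINC01111 was not tested apart from this and remains open.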

How the results depend on the processing

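The poly-A covariate, single probe sets, the count by any probe set and the unadjusted threshold combined with other alternatives were chosen only after the results were seen. At an adjusted p under 0.05 the counts of 0 higher and 0 lower genes held under another quantile normalization, median centring, both filters on dim probe sets, the mean of each gene's probe sets, the methods' t-test, the poly-A covariate, each fit without 1 replicate (0 to 0) and every probe set on its own. They became 42 higher and 19 lower with trend and robust, 2624 and 3542 with array weights, 817 and 891 with the methods' t-test unadjusted, 5 and 4 at an unadjusted p under 0.05 and at least 1.5-fold, and 22 and 5 at the latter over every probe set. The 1883 genes at an unadjusted p under 0.05 became 8410 with array weights and 1037 to 3123 without 1 replicate. The estimate of the array weights did not converge, and the weights ran from 0.322 to 7.21; with them another split, NControl replicate 1 with LINC01111-UP replicates 2 and 3, gave 5448 genes against 6166 for the real groups. DUSP1 (-0.031) reversed to 0.087 with the mean of its probe sets and to 0.018, 0.18 and 0.17 on its other probe sets. On the brightest probe set it stayed between -0.051 and -0.0026 without 1 replicate, and the others were not refitted this way. On the probe sets with 0.18 and 0.17, LINC01111-UP replicate 1 was at 8.08 and 8.02. LINC01111-UP replicate 2 was at 8.20 and 8.25 and replicate 3 at 8.43 and 8.42, against a NControl mean of 8.05 on both. For over-representation of the SAPK/JNK list, the main p of 1 was fixed because 0 genes were called. It passed 0.05 in Fisher's exact test with trend and robust (0.0271), an unadjusted p under 0.05 (0.0129), that with at least 1.5-fold (0.0371) and any probe set (0.00665). The unadjusted value was lost with another quantile normalization (0.0936), the filter at the median (0.0579), the mean of each gene's probe sets (0.708), array weights (0.205) and the poly-A covariate (0.372), and ran from 0.0297 to 0.450 without 1 replicate. The camera test of this list (0.885, down) turned up with the poly-A covariate (0.801) and without NControl replicate 2 (0.966), NControl replicate 3 (0.645) or LINC01111-UP replicate 1 (0.795), ran from 0.429 to 0.966 without 1 replicate, and fry for either direction, which does not compare it with other genes, gave 0.00526. The count of 7 called lists was 2 with array weights, 3 to 6 without 1 replicate (3 without NControl replicate 1), 0 with an estimated correlation, 1 with fry in one direction and 17 with fry in either direction, leaving out the whole SAPK/JNK list. Of the 143 named genes besides DUSP1, 121 had 1 sign under every alternative that gives 1 value per gene and 22 turned at least once, and 128 of 2263 such values had an adjusted p under 0.05. On single probe sets, 37 of the 143 had at least 1 probe set of the other sign, 4 of them with an unadjusted p under 0.05. Of the 113 named genes at an unadjusted p under 0.05, the mean of their probe sets made the difference over 1.5 times smaller for 35, larger for 1 and of the other sign for 3, array weights smaller for 23 and larger for 4, the poly-A covariate smaller for 4, and leaving out NControl replicate 3 smaller for 9. The cause was not tested for any of these. The test of miR-3924 seed matches and its alternative word of 6 bases were not run. Differences near the standard error of 0.07 cannot be told from 0 with 3 arrays a group.

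Same-numbered samples did not deviate together throughout (correlations 0.208, 0.206 and -0.053 across genes, with 4 of 6 arrays correlating best with their own number). Samples numbered 1 and samples numbered 2 did, and those with the last number did not. The correlation was -0.2485 for NControl replicate 1 with LINC01111-UP replicate 2. It was -0.2024 for NControl replicate 2 with LINC01111-UP replicate 1. Whether the replicate numbers pair the samples is therefore not settled. With the replicate block 0 genes were higher and 0 lower, 2185 had an unadjusted p under 0.05, 4 lists were called, without the unfolded protein and ATF4 response (0.0682), immediate-early genes (0.0764) and nuclear-retained transcripts (0.0641), and the unadjusted SAPK/JNK over-representation had p = 0.05005 by Fisher's exact test.

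Lists that were not called changed direction, with the adjusted p from camera in parentheses, with another quantile normalization for Oxidative phosphorylation (0.886), Leukocyte markers (0.886) and Acinar and islet markers (0.886); with median centring for Oxidative phosphorylation (0.992); with the filter at the 25th percentile for Oxidative phosphorylation (0.879) and Fibroblast markers (0.879); with the filter at the median for Hypoxia and glycolysis (0.964), Oxidative phosphorylation (0.532) and Fibroblast markers (0.532); with the mean of each gene's probe sets for Ribosomal proteins (0.809); with trend and robust for Oxidative phosphorylation (0.74); with array weights for TGF-beta/BMP signaling (0.941), DNA replication and S phase (0.759) and Mitosis (G2/M) (0.941); with the poly-A covariate for EGF/ERK signaling (0.905), Oxidative phosphorylation (0.847), Fibroblast markers (0.858) and Acinar and islet markers (0.858). Without 1 replicate this p ran for SAPK/JNK adaptors and GTPases 0.303 to 0.93; JNK phosphatases 0.286 to 0.995; EGF/ERK signaling 0.364 to 0.966; TGF-beta/BMP signaling 0.352 to 0.872; DNA replication and S phase 0.52 to 0.937; Mesenchymal genes 0.401 to 0.966; Hypoxia and glycolysis 0.429 to 0.93; Oxidative phosphorylation 0.744 to 0.978; Ribosomal proteins 0.303 to 0.986; Fibroblast markers 0.401 to 0.925; Leukocyte markers 0.255 to 0.93; Acinar and islet markers 0.429 to 0.986; Ductal markers 0.625 to 0.962.

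Genes that reversed had these log2 differences, with another quantile normalization VIM -0.0102 and GAPDH 0.0069; with median centring VIM -0.0002; with the mean of each gene's probe sets DUSP16 -0.0833, MAPK9 0.0481, MAP2K4 0.0809, VIM -0.0013, MAP3K3 -0.0018, PIK3CD -0.0991, EIF5 -0.0307, SNAP25 0.19, ATF7 -0.0411 and LOXL2 0.0255; with array weights MAP2K4 0.0599, MKI67 0.0495, CCNA2 0.0434, VIM -0.0139, GAPDH 0.0022, PIK3CD -0.0353, NR4A2 -0.0062 and GAB1 -0.0719; with the poly-A covariate CDH2 -0.0022, GAPDH 0.0034, N4BP2 -0.0708, RAC1 0.0089 and EIF5 -0.0189. Without 1 replicate the differences ran for DUSP16 -0.0264 to 0.0937; MAPK9 -0.0429 to 0.0144; NFATC1 -0.018 to 0.0898; MAP2K4 -0.0375 to 0.0388; PCNA -0.0069 to 0.0399; MKI67 -0.0874 to 0.0348; CCNA2 -0.0183 to 0.0281; CDH2 -0.0137 to 0.0609; VIM -0.0112 to 0.0088; GAPDH -0.0217 to 0.0094; N4BP2 -0.0438 to 0.32; CBL -0.0018 to 0.0855; VAV3 -0.0174 to 0.11; EIF5 -0.0085 to 0.0258; SNAP25 -0.0495 to 0.0297; GAB1 -0.0168 to 0.0917. The cause was not tested.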

Differences from the paper's values

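The paper's value for DUSP1 mRNA in LINC01111-UP PANC-1 cells relative to NControl cells is about 1.5 in Fig. 6a, read by eye, measured by qRT-PCR. On the arrays the fold was 0.979. The SD of single arrays within a group was 0.0296 on the fold scale, which is not the uncertainty of the fold. The log2 difference of -0.031 had a SE of 0.055. Among the alternatives set before the data were examined, the mean of the gene's probe sets gave the highest fold, 1.06, which is close to no change and below the paper's value. Another quantile normalization, median centring, both filters on dim probe sets, trend and robust, array weights, the methods' t-test, the replicate block and each fit without 1 replicate, all on the brightest probe set, gave folds from 0.965 to 0.999. The highest of the other DUSP1 probe sets, chosen after seeing the data, had a difference of 0.18 on the log2 scale, a fold of 1.14, which is also below the paper's value. The arrays and qRT-PCR are different assays.

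The paper states that DUSP1 was raised by LINC01111 overexpression (Fig. 4d, a western blot). DUSP1 mRNA on the arrays had a difference of -0.031 (SE 0.05, adjusted p = 0.852 from limma). The mean of its probe sets gave 0.087 and its other 3 probe sets, chosen after seeing the data, gave 0.018, 0.18 and 0.17; 0 of these passed an adjusted p under 0.05.

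The paper states that genes of the SAPK/JNK signaling pathway were over-represented among the changed genes (Fig. 4b, c). Its text names gene ontology analysis and the legend pathway enrichment analysis. Its statistics section gives GraphPad Prism, SPSS, Student's t-test, the chi-square test and a p under 0.05 for the paper in general, and the text does not name the gene lists, the background or an adjustment of the enrichment. With limma and an adjusted p under 0.05, 0 genes were called. Fisher's exact test could then give only p = 1, which says nothing about over-representation. The adjusted p from camera was 0.885, but camera tests a shift in one direction and not changes either way. Settings set before the data were examined that reach the paper's call were an unadjusted p under 0.05 (Fisher's exact test, p = 0.0129, or 0.0517 adjusted over the lists), an unadjusted p under 0.05 with a fold change of at least 1.5 (p = 0.0371, with 1 member, FOSL1) and limma with trend and robust (p = 0.0271, with 2 members, JUN and FOSL1). Within the pathway, the JNK substrates and AP-1 factors alone also reached it at the unadjusted threshold (Fisher's exact test, p = 0.00210, adjusted over the lists 0.0135, against 0.261 from camera), and the cascade kinases did so before adjustment over the lists (p = 0.0391) and not after it (0.0974). Of the 15 members of the whole list at the unadjusted threshold, JUN, FOSL1, RAC2, MAPK8, MAP3K3, MAP3K11, SOS2 and NFATC4 are labelled in Fig. 4b. That heat map was drawn from these arrays, so these results are not independent evidence for the paper's call. Fry for changes in either direction called the list (adjusted p = 0.00526), as it called 18 of the 32 lists, and does not compare a list with other genes. The unadjusted threshold combined with other settings was chosen after seeing the values and also reached it by Fisher's exact test, with the methods' t-test (p = 0.00493, dropping 22 of the 46 analysed genes that the heat map labels), median centring (p = 0.00656, dropping 17), the filter at the 25th percentile (p = 0.0205, dropping 18) and trend and robust (p = 9.81e-05, dropping 13), and without NControl replicate 1 (p = 0.0297, dropping 18) or NControl replicate 2 (p = 0.0336, dropping 20). Counting a gene as changed when any of its probe sets had an unadjusted p under 0.05 and a fold change of at least 1.2 gave p = 0.00665 by Fisher's exact test; it was chosen after seeing the values, drops 14 of the 46 genes that the heat map labels, and gave p = 0.113 when genes were compared within classes of equal probe set number. The paper also shows the IGF-1, EGF, mTOR, TGF-beta and NF-kB pathways as enriched in Fig. 4c. At an unadjusted p under 0.05, Fisher's exact test adjusted over the lists gave 0.00925 for NF-kB, 0.0429 for EGF, 0.0974 for TGF-beta, 0.244 for mTOR and 0.323 for IGF-1. The adjusted p from camera was 0.0100 for NF-kB, and 0.517 with an estimated correlation. For EGF camera did not call the list (adjusted p = 0.845, and 0.940 with an estimated correlation).

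The heat map of Fig. 4b presents its genes as regulated. At an adjusted p under 0.05 limma called 0 of the 46 analysed here, trend and robust called 12, and 27 had an unadjusted p under 0.05. Array weights, whose estimate did not converge, called 6166 of all genes, and the methods' t-test called 0 after adjustment.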

Other observations

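The placement of LINC01111-UP replicate 1, the comparison of gene counts between splits and the FOXO target list were chosen only after the results were seen, and the poly-A covariate was added after seeing the data. Lists of genes of cell division and the mesenchymal list were not called by camera in LINC01111-UP cells. In each of them 0 genes passed limma's adjustment over all genes, and with trend and robust CDC25B of the mitotic list (adjusted p = 0.0402 from limma) and AXL (0.0278) and TNC (0.0356) of the mesenchymal list passed it. Among 43 genes of DNA replication, 2 were higher and 2 lower at an unadjusted p under 0.05 (ORC1 -0.17, MCM5 0.18) and the adjusted p from camera was 0.885. MCM5 had 0.11 without LINC01111-UP replicate 3 and 0.32 with array weights. Among 41 mitotic genes, 0 were higher and 4 lower, with CDC25B, a phosphatase that activates CDK1, at -0.32 (camera 0.691), and the mean of the mitotic genes was lower on every LINC01111-UP array than on every NControl array (exact permutation test, p = 0.1). The median difference of this list was -0.0074, against -0.026 for all genes. Among 21 G1 regulators 3 were higher and 2 lower, with RBL2, an RB-family protein, at 0.27 and CDC25A at -0.24 (camera 0.691); 0 genes of these 3 lists passed when adjusted over the list alone. Among 32 mesenchymal genes, TNC rose by 0.54 and THBS1 and AXL fell by 0.29 and 0.28 when adjusted over the list alone (camera 0.691), and TNC is also labelled in Fig. 4b. The paper shows lower protein of the following markers with LINC01111 overexpression (Fig. 4a). Their mRNA differences on the arrays were 0.019 (SE 0.05, adjusted p = 0.910 from limma) for PCNA, -0.034 (SE 0.07, adjusted p = 0.873) for MKI67, -0.21 (SE 0.06, adjusted p = 0.353) for CCND1, -0.0018 (SE 0.05, adjusted p = 0.992) for CCNA2, 0.024 (SE 0.06, adjusted p = 0.896) for CDH2 and 0.0009 (SE 0.05, adjusted p = 0.996) for VIM. Over the alternatives that give 1 value per gene the sign turned at least once for PCNA, MKI67, CCNA2, CDH2 and VIM and not for CCND1. Dimmer probe sets gave 0.22 for PCNA and 0.22 for CDH2, both with an unadjusted p under 0.05, -0.18 to 0.12 for CCND1, -0.25 to 0.0098 for MKI67, -0.0097 for CCNA2 and -0.0034 for VIM. CDH1, which encodes E-cadherin, had a difference of 0.33 (SE 0.11, adjusted p = 0.411), with all 3 LINC01111-UP arrays above the NControl arrays, and its other, dimmer probe set gave -0.092. Without LINC01111-UP replicate 2 the difference of CDH1 was 0.18. The mean of each gene's probe sets gave 0.12 for CDH1, -0.11 for CCND1, 0.24 for TNC and -0.15 for CDC25A.

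Other lists were not called by camera in the setting used throughout, and in each 0 genes passed limma's adjustment over all genes, with or without trend and robust. Among 33 genes of hypoxia and glycolysis, 4 were higher and 3 lower at an unadjusted p under 0.05, with the mitochondrial kinase PDK1 at 0.28 and the secreted lipase inhibitor ANGPTL4 at -0.22 (camera 0.691). Among 23 p53 targets, 3 were higher and 1 lower, with TP53INP1, a stress-induced nuclear protein, at 0.50 and GADD45A at -0.19 (camera 0.196), and the mean of these targets was higher on every LINC01111-UP array. At the same threshold 0 of 37 interferon response genes (camera 0.716), 0 of 40 genes of oxidative phosphorylation (camera 0.942) and 0 of 55 ribosomal protein genes (camera 0.815) differed. Among 28 very long transcripts, 3 were higher and 2 lower, with LRBA at 0.24 and DYNC1H1 at -0.29 (camera 0.0538, and 0.0418 without NControl replicate 2, 0.0173 without NControl replicate 3, 0.0296 without LINC01111-UP replicate 1 and 0.0333 with the poly-A covariate), while the mean 3' minus 5' control signal of the same arrays differed by -0.0457. Among 18 histone genes, 2 rose when adjusted over the list alone, H1-3 by 0.37 and H1-4 by 0.38 (camera 0.129, and 0.0475 without LINC01111-UP replicate 1). Markers of other cell types gave 1 of 15 for fibroblasts that rose when adjusted over the list alone (COL3A1, 0.36; camera 0.691), 2 of 12 for endothelium that fell (ESAM -0.39 and KDR -0.22; camera 0.196, and 0.0271 over probe sets above the median), and 0 each of 15 for leukocytes (camera 0.815), 10 for acinar and islet cells (camera 0.815) and 10 for ductal cells (camera 0.818). Without adjustment, a p under 0.05 was also reached in the lists of leukocytes, acinar and islet cells, and ductal cells, where CD68 of the leukocyte list differed by -0.21, GCG of the acinar and islet list by -0.13 and CA2 of the ductal list by 0.35, or 0.18 without LINC01111-UP replicate 2. The mean of each gene's probe sets gave 0.15 for PDK1, 0.23 for TP53INP1, 0.12 for LRBA, 0.18 for COL3A1, -0.19 for ESAM and -0.14 for KDR. Without NControl replicate 3, DYNC1H1 had -0.19.

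Genes with large positive differences included KLHL24, TP53INP1 and CCNG2 (0.48, 0.50 and 0.47), which are known as targets of FOXO transcription factors. The hypothesis that other FOXO target genes may be higher too was tested on 26 other targets from general knowledge. They were higher relative to all other genes (camera, p = 1.2e-05, and p = 0.00989 with an estimated correlation), with 20 of 26 positive, a median difference of 0.07, and 7 higher and 1 lower at an unadjusted p under 0.05. Of the other 9 splits of the arrays, 3 also gave a camera p under 0.05, the lowest being 0.0124. The list was found and tested on the same arrays, and FOXO activity was not measured.

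The real groups gave 1883 genes at an unadjusted p under 0.05, and 2 of the 10 splits of the 6 arrays into 3 and 3 gave as many; the highest other count was 1998, with NControl replicates 1 and 3 and LINC01111-UP replicate 1 on one side. At an adjusted p under 0.05, 10 of 10 splits gave at least the real count of 0, and the highest other count was 0. With trend and robust the real groups gave 61 genes and each other split 0; 10 splits are too few for a share under 0.05 in each case. With the poly-A signal as a covariate, that other split still had 346 more genes than the real groups (1612 against 1266). This cannot exclude the amount of input RNA, because the poly-A signal also differed between the real groups. It was 6.33 ± 0.47 in NControl cells and 6.67 ± 0.30 in LINC01111-UP cells (SD, n = 3 each). The covariate can therefore remove part of a difference between the real groups. On the 100 genes that differ most between NControl and the other LINC01111-UP arrays, LINC01111-UP replicate 1 lay at 0.469 on a scale from 0 for NControl to 1 for the other LINC01111-UP arrays, between NControl replicate 1 placed in the same way (0.401) and LINC01111-UP replicate 3 (0.869). Whether LINC01111-UP replicate 1 holds control cells, or cells with less LINC01111, cannot be told apart here, because an array left out of the choice of genes moves toward the middle and LINC01111 itself was not measured; the paper reports more LINC01111 in the stable LINC01111-UP cells by qRT-PCR (Fig. 2a), which does not settle it for this array. No biological explanation was tested.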
